# Genomic and Proteomic Analysis of the Impact of Mitotic Quiescence on the Engraftment of Human CD34^+^ Cells

**DOI:** 10.1371/journal.pone.0017498

**Published:** 2011-03-07

**Authors:** Brahmananda Reddy Chitteti, Yunlong Liu, Edward F. Srour

## Abstract

It is well established that in adults, long-term repopulating hematopoietic stem cells (HSC) are mitotically quiescent cells that reside in specialized bone marrow (BM) niches that maintain the dormancy of HSC. Our laboratory demonstrated that the engraftment potential of human HSC (CD34^+^ cells) from BM and mobilized peripheral blood (MPB) is restricted to cells in the G0 phase of cell cycle but that in the case of umbilical cord blood (UCB) -derived CD34^+^ cells, cell cycle status is not a determining factor in the ability of these cells to engraft and sustain hematopoiesis. We used this distinct *in vivo* behavior of CD34^+^ cells from these tissues to identify genes associated with the engraftment potential of human HSC. CD34^+^ cells from BM, MPB, and UCB were fractionated into G0 and G1 phases of cell cycle and subjected in parallel to microarray and proteomic analyses. A total of 484 target genes were identified to be associated with engraftment potential of HSC. System biology modeling indicated that the top four signaling pathways associated with these genes are Integrin signaling, p53 signaling, cytotoxic T lymphocyte-mediated apoptosis, and Myc mediated apoptosis signaling. Our data suggest that a continuum of functions of hematopoietic cells directly associated with cell cycle progression may play a major role in governing the engraftment potential of stem cells. While proteomic analysis identified a total of 646 proteins in analyzed samples, a very limited overlap between genomic and proteomic data was observed. These data provide a new insight into the genetic control of engraftment of human HSC from distinct tissues and suggest that mitotic quiescence may not be the requisite characteristic of engrafting stem cells, but instead may be the physiologic status conducive to the expression of genetic elements favoring engraftment.

## Introduction

Life-long maintenance of the hematopoietic system is sustained by highly specialized hematopoietic stem cells (HSC) [1], [2], [3]. In steady state, HSC are highly dormant undergoing self-renewal divisions rather infrequently. However, the molecular mechanisms governing their mitotic quiescence are largely unknown. During mammalian development, stem cells first appear in the yolk sac, then migrate into the fetal liver, and finally migrate into bone marrow (BM). We previously completed [4], [5], [6] a survey of the potential of cycling and non-cycling HSC from human hematopoietic tissues through ontogeny to engraft in conditioned NOD/SCID recipients. When human mobilized peripheral blood (MPB) and BM CD34^+^ cells in G0 or G1 phase of cell cycle were examined, only those in G0 were capable of *in-vivo* long-term multilineage engraftment [4]. In contrast, both mitotically quiescent as well as cycling HSC from umbilical cord blood (UCB), fetal liver and human fetal bone marrow [5], [6] retained their ability to engraft in NOD/SCID mice. Collectively, these studies established that in adult tissues, a hierarchical order of hematopoietic potential can be assembled based on the mitotic status of HSC whereby only cells in G0 engraft. On the other hand, in the case of prenatal HSC (including UCB) such a hierarchy does not predominate and both cycling (cells in G1) and quiescent (cells in G0) cells retain their hematopoietic potential. It is therefore possible that genes mediating *in vivo* stem cell engraftment function may be differentially expressed in adult BM and MPB CD34^+^G0 cells, and UCB CD34^+^G0 and G1 cells, but not in adult MPB and BM CD34^+^ cells in G1. Alternatively, one has to consider that if any of the continuum models of stem cell function that have been proposed [7], [8], [9], [10] is operative, then a change in gene expression between cells in G0 versus those in G1, that may control the ability of cells to engraft, should still be detectable even if all cell cycle regulation genes were eliminated from further analysis. The availability of six groups of human CD34^+^ cells from three distinct tissues with previously established functional capabilities allowed us to carefully investigate the genetic control of pathways implicated in engraftment and to examine the degree of homogeneity or heterogeneity between functionally similar (all G0 groups of cells and G1 cells from UCB) but phenotypically different (G0 and G1 cells from UCB) groups of cells in the absence of the impact of cell cycle regulatory genes.

Although microarrays are informative in their ability to measure biological differences at the mRNA level [11], most functional processes are executed by proteins which become therefore the more relevant parameter for the assessment of operational mechanisms [12]. Recent advances in analyzing global protein expression profiles and in label-free quantification have demonstrated the potential for comparative proteomic studies. Although several studies demonstrated the presence of moderate to poor correlations between microarray and proteomic analyses [13], [14], [15], [16], implementing both methods may generate complementary and more informative data that cannot be obtained by either method alone. Recently, microarray and proteomic analyses of human and mouse stem cells generated insights into the molecular composition of stem cell profiles [17], [18], [19], [20], [21], [22], [23], [24], [25]. In the present study, we investigated the global gene and protein expression profiles of G0 and G1 cells from human BM, MPB, and UCB-derived CD34^+^ cells by whole genome microarrays and mass spectrometry based proteomic techniques, respectively. Our data provide a unique comparative evaluation of the genomic and proteomic profiles of well-characterized groups of human HSC and illustrate that these analyses may not necessarily generate complementary or compatible results. Furthermore, our data suggest that gene expression patterns in HSC may oscillate in a cell cycle related manner to confer engraftment potential on cells in one or more phases of cell cycle depending on the developmental stage and need for functional HSC.

## Materials and Methods

### Human CD34^+^ cells

BM and UCB samples were ficolled and mononuclear cells were collected followed by CD34^+^ selection using Miltenyi Magnetically Activated Cell Sorting (MACS) columns according to the manufacturer's directions (Miltenyi Biotec GmbH, Bergisch Gladbach, Germany). Mobilization was achieved by daily granulocyte colony-stimulating factor administration at 5 mg/kg (maximum of 480 mg/day) for 4 consecutive days. Apheresis was performed on day 5 and CD34^+^ cells were isolated by immunomagnetic selection on an Isolex 300i system (Nexell, Irvine, CA). To generate distinct and unique sets of data, we did not pool multiple samples from any tissue studied so that each sample or its replicate was from a single donor. Purity of selected CD34^+^ fractions was assessed by flow-cytometric analysis with an antibody recognizing a different CD34 epitope (BD Biosciences, San Jose, CA). The efficiency of the MACS columns was over 80% and the efficiency of the Isolex 300i system exceeded 95%. All samples of selected CD34^+^ cells were cryopreserved prior to their use.

### Ethics Statement

All studies described in this manuscript were approved by the Investigational Review Board of Indiana University School of Medicine. BM and MPB samples were collected from healthy adult volunteers after obtaining a written and signed informed consent according to the guidelines of our institutional IRB.

### Cell-cycle fractionation with Hoechst 33342 (Hst) and Pyronin Y (PY)

To distinguish cells in G0 or G1, which have the same DNA but different RNA content, simultaneous DNA/RNA staining with Hoechst 33342 (Molecular Probes, Eugene, OR) and Pyronin Y (Polysciences, Warrington, PA), respectively, was performed as previously described [26], [27]. At the end of the staining with Hst and PY, cells were washed once in ice-cold Hst buffer and incubated for 30 minutes with APC–conjugated CD34 at 4°C. Cells were washed again, resuspended in Hst buffer, and analyzed or sorted on FACS Aria (BDIS). Cells in G0 (G0CD34^+^) were identified by their 2n DNA and minimal RNA content; cells in G1 (G1CD34^+^) were defined as those with 2n DNA and high RNA staining [28]. Cell sorting criteria were identical to those previously described [4] allowing us to separate the upper limit of the G0 sort window from the lower limit of the G1 sort window by at least 150 fluorescence channels. Viability of sorted cells always exceeded 98%. A representative dot plot is shown in Figure 1A and 1B. From each sort window, two separate aliquots of 10^4^ and 2×10^5^ cells were sorted for genomic and proteomic analyses, respectively.

**Figure 1:**
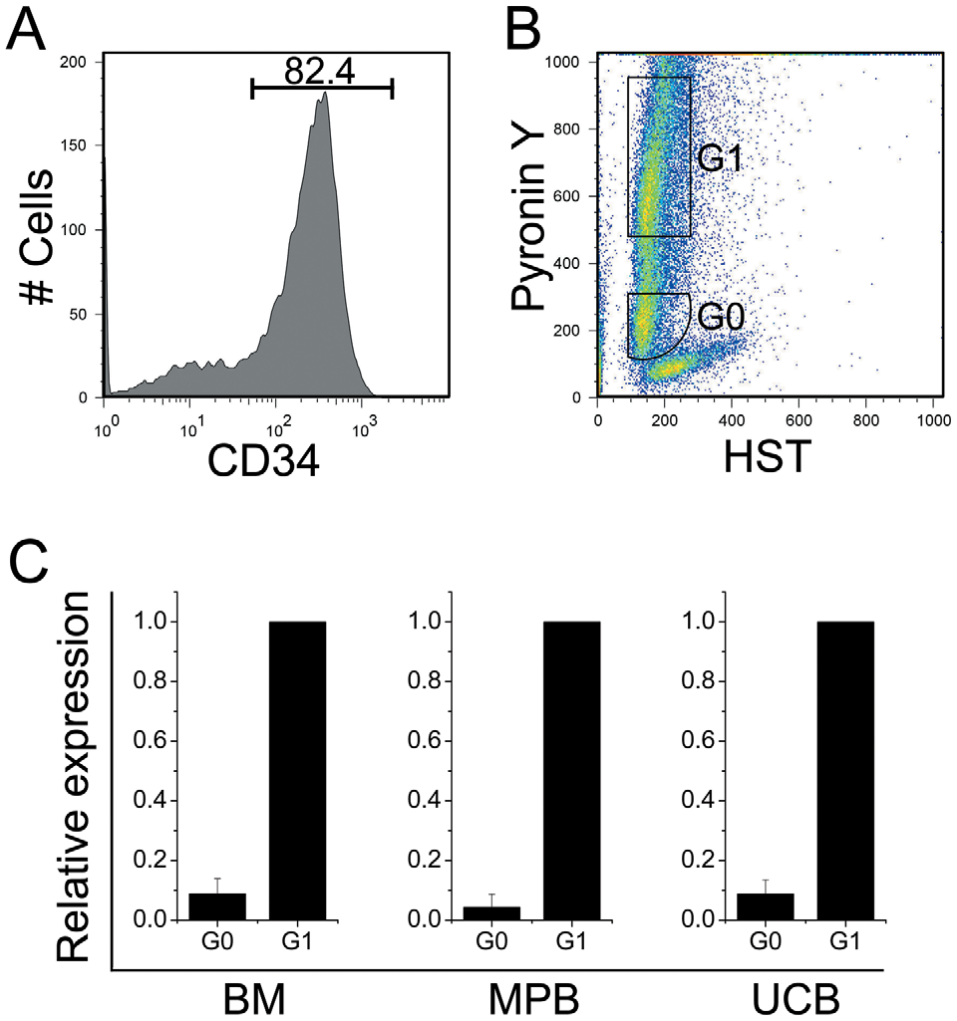
A representative figure showing typical flow cytometric cell sorting of BM, MPB, or UCB CD34^+^ cells into G0 and G1 phases of cell cycle. CD34^+^ cells selected on a Miltenyi MACS column were stained with APC conjugated CD34 antibody, Hst and PY. (**A**): CD34 positive cells were gated and analyzed for Hst and PY. (**B**): Quiescent cells residing in G0 phase have 2n DNA and minimal RNA content, whereas those in early or late G1 phase are PY bright owing to their higher RNA content. According to this definition, G0 and G1 cells were sorted based on their relative Hst and PY intensities. At least 150 fluorescence channels separated the 2 sort windows. (**C**): In order to confirm the purity of sorted cells, post sort analysis was carried out by measuring the relative expression of a cell cycle marker, Ki67 by qRT-PCR. About 10,000 cells from each sorted group were analyzed by qRT-PCR using a TaqMan probe and ABI 7800 real time PCR machine.

### Quantitative Real-Time PCR

To confirm the cell cycle status of sorted G0CD34^+^ and G1CD34^+^ cells, their relative expression of Ki67 was measured by qRT-PCR. cDNA was made on μMACS columns (Miltenyi Biotec, Auburn, CA) using μMACS one-step cDNA kit (Miltenyi Biotec, Cat # 130-091-902) following the manufacturer's instructions. qRT-PCR was performed using Taqman probe following the manufacturer's instructions (Applied Biosystems, Foster City, CA). PCR amplification was performed in a 20-µl final volume containing 10 µl 2× Taqman universal PCR master mix, 1 µl of 20× Ki67 assay mix, 9 µl template (cDNA diluted) at 50°C for 2 min, 95°C for 10 min, followed by 40 cycles at 95°C for 15 sec and 60°C for 1 min. Expression of GAPDH was used for normalization. Cells were acceptable for further analysis if the relative expression of Ki67 among G0CD34^+^ cells was 90–95% lower than that detected in G1CD34^+^ cells from all 3 tissues (Figure 1C).

### Microarray analysis

Triplicate samples of G0 and G1 cells from BM, MPB, and UCB (total of eighteen samples) were lysed in Miltenyi Super Amp lysis buffer and the downstream microarray analysis was carried out by Miltenyi Biotec. Briefly, mRNA was made using magnetic bead technology followed by cDNA preparation and amplification. cDNA samples were quantified using an ND-1000 Spectrophotometer (NanoDrop Technologies) and cDNA integrity was checked via the Agilent 2100 Bioanalyzer platform. 250 ng of the cDNA were labeled with Cy3 and hybridized overnight (17 hours, 65°C) to an Agilent Whole Human Genome Oligo Microarrays. Finally, the microarrays were washed and fluorescence signals of the hybridized Agilent Microarrays were detected using Agilent's Microarray Scanner System. The Agilent Feature Extraction Software (FES) was used to read out and process the microarray image files. For determination of differential gene expression, FES derived output data files were analyzed using the Rosetta Resolver gene expression data analysis system (Rosetta Biosoftware). Signal intensities from the single-experiment raw data lists were normalized by dividing the intensity values by their median. Standard deviation and p-values were calculated for each probe. Differentially expressed genes with at least two-fold change and p-value<0.01 were considered for further analysis. Gene clustering analysis was done using TM4 MultiExperiment Viewer (version 4.3) [29]. The metadata and raw data files of microarray experiments (all MIAME compliant) were deposited in a MIAME compliant database, Gene Expression Omnibus (Accession numbers GSM595960 to GSM595977, a total of 18 samples).

### Protein extraction and sample preparation for Proteomic analysis

Samples for mass spectrometry were prepared as previously described [30]. Briefly, 3 to 5 biological replicates of G0 and G1 cells from BM, MPB, and UCB were homogenized in hypotonic lysis buffer containing freshly made 8 M urea and 10 mM DTT solution. Proteins were reduced with 20 µL of 200 mM DTT in 100 mM Tris-Cl (pH 7.8) for 1 h at room temperature, alkylated with 20 µL of 200 mM iodoacetamide in 100 mM Tris-Cl (pH 7.8) in the dark for 1 h, and diluted to a final urea concentration of 0.6 M, a concentration at which trypsin retains its activity. Trypsin solution was added to a final ratio of enzyme to substrate of 1∶50. Digestion was carried out at 37°C and stopped 15 h later by adding 10 mL of 10 mM lysine. pH was then adjusted to below 6.0 and vacuum dried to a final volume of 25 mL. Peptide concentration was determined by the Bradford protein assay [31]. Peptide mixtures were subjected to LC/MS.

### Mass spectrometry and protein quantification

Mass spectrometry analysis was carried out as previously described [30]. Briefly, using a Surveyor HPLC system (Thermo-Finnigan), all tryptic peptides were injected onto a C18 microbore column (Zorbax 300SB-C18) in a random order. Peptides were eluted from the column by acetonitrile linear gradient from 5 to 45 developed over 120 min at a flow rate of 50 mL/min. Eluted peptides were directly electro-sprayed into an LTQ mass spectrometer (Thermo-Finnigan). Data were collected in the “Triple-Play” mode and acquired data were filtered and analyzed by a proprietary algorithm developed and described by Higgs *et al* [32]. Using X!Tandem and SEQUEST algorithms, we searched the database against the International Protein Index (IPI) human database and the nonredundant-homo sapiens database. Protein quantification and differential expression of proteins were done using a proprietary software licensed from Eli Lilly and Company [32].

### Gene Ontology and Pathway analysis

Candidate genes or proteins were analyzed for their gene ontology and pathway analysis using the Database for Annotation, Visualization and Integrated Discovery (DAVID), sixth version, the web based program [33], [34] and Pathways Analysis software 7.5 (IPA, Ingenuity Systems, Mountain View, California). The provided list of genes was mapped to Ingenuity Pathways Knowledgebase (IPKB) and the functional categorization and the significance of these genes in biological pathways was drawn. Fisher exact test was used to calculate P-values. P≤0.05 was used to select significant biological functions and pathways associated with candidate genes.

## Results

### Differential gene expression profile of G0 and G1 cells from BM, MPB, and UCB

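Single-color Agilent arrays were hybridized with amplified cDNA of CD34+ cells sorted into G0 and G1 fractions from bone marrow (BM), mobilized peripheral blood (MPB) and umbilical cord blood (UCB), with 3 arrays for each fraction of each tissue and 18 in all. The authors deposited the scanner output of each array, in which the Feature Extraction software had already subtracted the background from the intensity of each spot, and a table with 1 column of scaled intensities per sample. Each column matched 1 scanner output with a rank correlation of 1, against at most 0.976 for any other. The matching array was the one named in the sample's title for 18 of 18 samples. The scanner output attached to a sample in the archive was that of another array for 18 of 18 samples and of another condition for 16, so the matched arrays were used. Intensities were divided by the median of their array, as in the paper, and taken to log2. Control spots and spots flagged as outliers were left out, and spots of the same probe were averaged, which gave 41000 probes. In each tissue the G0 and G1 arrays were compared with limma's moderated test. A probe was called differentially expressed at a change of 2-fold or more with an unadjusted p under 0.01, the thresholds of the paper, which names the software behind its p-values but no test. Counts at an adjusted p (Benjamini-Hochberg over all probes) under 0.05 are given beside these. An exact permutation test of 3 arrays against 3 cannot give a p under 0.1, so no permutation p is given for single genes, and the number of arrays limits the precision of every value. Between 80.0% and 82.8% of the spots lay well above background on the BM G1 arrays, between 84.3% and 88.2% on the BM G0 arrays, and between 82.5% and 94.6% on the arrays of MPB and UCB. The correlation across probes between arrays of the same group was 0.857 to 0.887 in BM G1 and 0.923 to 0.969 in the other groups. Replicates are lettered a, b and c in the order of the labels, since neither the labels nor the paper number them. The median probe changed by -0.27 on the log2 scale from G1 to G0 in BM, by -0.01 in MPB and by -0.06 in UCB. Where a probe was well above background on no array of the lower group, its change is given as a lower bound. The bound is the geometric mean of the higher group over that of the lower group, each lower array at the larger of the probe's signal and the lowest signal flagged well above background on that array.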

To identify genes differentially expressed between quiescent (G0) and cycling (G1) cells, we examined the global mRNA expression profiles of sorted and qRT-PCR verified G0 and G1 cells from BM, MPB, and UCB. 

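In UCB, 457 of the 41000 probes passed both thresholds, or 1.11%. At an unadjusted p under 0.01 alone, chance would give 410 probes. None passed an adjusted p of 0.05 (0 probes by limma, smallest adjusted p 0.241), while 2135 had an unadjusted p under 0.05. The 3 G0 arrays all lay above or all below the 3 G1 arrays for 8.92% of the probes, against a chance share of 10%. A change of 2-fold or more, whatever its p, was found for 5258 probes, the largest count under any alternative. The count rose to 841 without UCB G0 replicate a. Of the probes called, 274 were well above background on all 6 arrays, 70 on no array of 1 fraction and 3 on no array of either.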

Among the analyzed 43,356 total genes, 2685 genes were differentially expressed between G0 and G1 cells from UCB. Of these, 1432 genes were upregulated in G0 cells whereas 1253 genes were upregulated in G1 cells (Rather than using conventional terminology to describe these 1253 genes as “downregulated” in G0, we will instead refer to these as “upregulated” in G1 throughout the manuscript). 

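Of the 457 UCB probes, 299 (65.4%) were upregulated in G0 cells and 158 in G1 cells. Without UCB G0 replicate a, 442 were upregulated in G0 cells and 399 in G1 cells. The largest increases in G0 cells among named genes whose 3 G0 arrays all lay above the 3 G1 arrays and well above background were a log2 fold change of 3.78 (standard error 0.92) for DKFZP686A01247 and of 3.75 (standard error 0.72) for ACADSB. On the G1 side, CLC was at least 121-fold higher in G1 cells, and the log2 fold change of MPO, G0 minus G1, was -5.95 (standard error 0.56). The adjusted p by limma was 0.241 for CLC and MPO, 0.712 for ACADSB and 0.799 for DKFZP686A01247.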

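The MPB arrays gave 375 differentially expressed probes, or 0.915% of those tested. Upregulation in G0 cells accounted for 234 of them (62.4%) and upregulation in G1 cells for 141. By limma, 0 had an adjusted p under 0.05 (smallest 0.264), 1598 an unadjusted p under 0.05 and 377 an unadjusted p under 0.01. The arrays of both fractions did not overlap for 7.25% of the probes, where chance gives 10%. With the fold change alone as the threshold, 3048 probes passed. MPB G1 replicate a weighed on the count, which was 755 without it, 561 of them upregulated in G0 cells. SHANK2 was at least 5.50-fold and PCDH9 at least 5.42-fold higher in G0 cells. MPO (log2 fold change -5.55, standard error 0.57) and CLC (-4.99, standard error 1.44) were higher in G1 cells. With each of the 6 MPB arrays left out in turn, the call of MPO held in 6 fits and that of CLC in 1. Over these fits the CLC value ranged from -6.54 to -3.40.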

In case of MPB, 1705 genes were differentially expressed; 840 genes were upregulated in G0 cells and 865 genes were upregulated in G1 cells. In contrast, BM derived CD34^+^ cells were very dynamic whereby 10,256 genes (23.6% of total genes), were differentially expressed between G0 and G1 cells (4522 upregulated in G0 cells and 5734 upregulated in G1 cells). 

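In BM, 2988 probes (7.29%) were differentially expressed, 1637 upregulated in G0 cells and 1351 in G1 cells. At an adjusted p under 0.05 by limma there were 541, of which 440 were upregulated in G0 cells and 101 in G1 cells (smallest adjusted p 0.00741). The arrays of G0 and G1 cells did not overlap for 27.9% of the probes, against 10% by chance. Upregulation in G0 cells made up 54.8% of the calls with the array median as the scale. With the 75th percentile of each array as the scale, 2220 of 2961 calls (75.0%) were upregulated in G0 cells and 741 in G1 cells, and the median change moved from -0.27 to 0.03. With signals floored at the lowest signal well above background, 1195 of 2924 calls (40.9%) were upregulated in G0 cells and 1729 in G1 cells. The 2-fold threshold alone gave 14835 probes, the largest count under any alternative. The count fell to 1436 without BM G0 replicate c and rose to 4534 without BM G1 replicate c. The residual standard deviation of the median probe was 0.656 in BM, 0.48 in MPB and 0.58 in UCB on the log2 scale. Whether the G0 to G1 change differed between tissues was tested in a limma fit over all 18 arrays. The change in BM differed from that in MPB for 172 probes at an adjusted p under 0.05 and from that in UCB for 109, with 4974 and 4017 at an unadjusted p under 0.05. TMEM18 was at least 42.2-fold and INSIG2 at least 42.5-fold higher in BM G0 cells. PRTN3 (log2 fold change -6.03, standard error 1.23) and ELA2 (-5.89, standard error 0.98) were higher in BM G1 cells. The paper states from its own counts that BM derived cells were more dynamic between G0 and G1 than those of the other tissues.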

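A total of 10 probes passed the thresholds in BM, MPB and UCB, where independent calls at the same shares would give 0.305. HLF, ENST00000367245, ARHGEF12, RAB6B and C18orf4 were upregulated in G0 cells of every tissue. The G1 cells of every tissue had higher CEBPD, BE138567, UHRF1, MPO and CLC. For HLF the log2 fold change was 5.73 in BM, 1.72 in MPB and 1.62 in UCB, and for UHRF1 it was -3.99, -2.79 and -3.53. The count was 682 with the fold change alone, and ranged from 4 without UCB G0 replicate b to 24 without MPB G1 replicate a. The 5 G0 and 5 G1 genes are named after their values were seen.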

Only 159 differentially expressed genes between G0 and G1 cells were common for all three tissues (Figure 2A).

**Figure 2:**
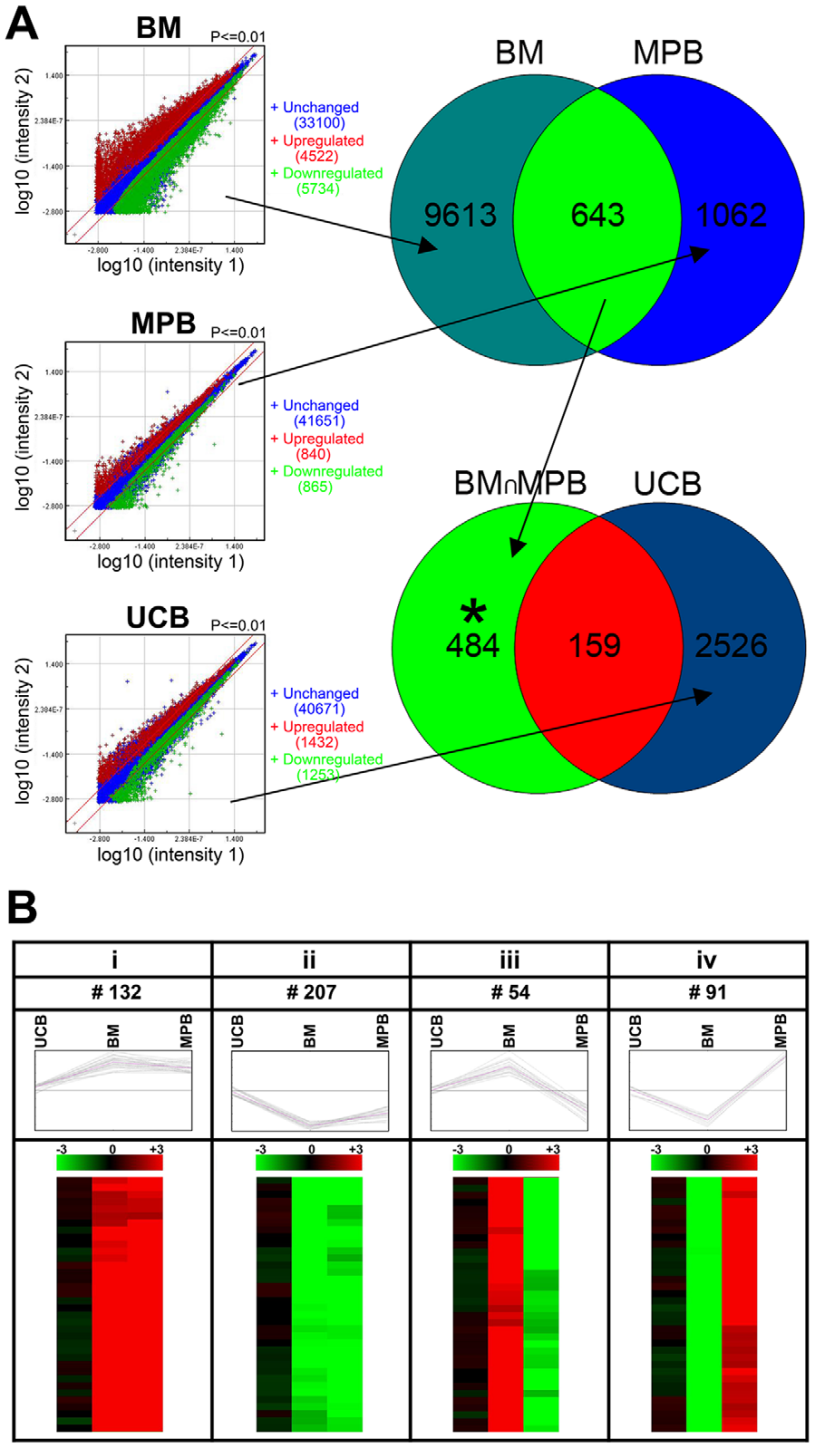
Genomic analysis of human BM, CB, and MPB CD34+ cells in different phases of cell cycle. (**A**) Microarray analyses of G0CD34^+^ and G1CD34^+^ cells from BM, MPB, and UCB (3 replicates per group, total of 18 samples) were carried out using Agilent whole human genome oligo chips. The signal intensities from the single-experiment raw data lists were normalized by dividing the intensity values by their median. Standard deviation and p-values were calculated for each probe. The differentially expressed genes with at least two fold change and p-value<0.01 were considered as differentially expressed genes. Among the 43,356 total analyzed genes, 10256, 1705, and 2685 genes were differentially expressed between G0 and G1 cells of BM, MPB, and UCB, respectively. In order to identify target genes related to engraftment, common differentially expressed genes between G0 and G1 from both BM and MPB were identified (643 genes). A total of 159 differentially genes between G0 and G1 cells of UCB were common with these 643 genes. Considering that these 159 genes were related to progression of cells from G0 to G1 and therefore not involved in engraftment, our analysis focused on the difference between these two sets of genes, namely, 484 genes (643−159 = 484). * = target genes. (**B**): Gene clustering analyses of 484 target genes were done using open source software TM4 MultiExperiment Viewer (version 4.3). Out of 484 differentially regulated genes, (i) 132 genes were upregulated in G0 cells of both BM and MPB (unchanged in UCB), and (ii) 207 genes were upregulated in G1 cells of both BM and MPB (unchanged in UCB). The remaining genes displayed as aberrant expression patterns. (iii) 54 genes were upregulated in BM G0 cells and MPB G1 cells, and (iv) 91 genes were upregulated in BM G1 and MPB G0 cells.

### Rationale for the identification of engraftment related target genes

Differential engraftment of CD34^+^ cells from different sources gave us a unique opportunity to identify target genes responsible for engraftment by eliminating differentially expressed genes associated with the traverse of cells from G0 to G1. To proceed with our analysis, we made three assumptions. First, in the case of BM, since only G0 cells engrafted, we assumed that genes responsible for engraftment were differentially expressed between BM-G0 and BM-G1. Second, we assumed that since BM and MPB are similar in terms of their engraftment profile, candidate genes identified in BM should also be identified in MPB. On the other hand, since both UCB G0 and G1 cells can engraft, genes that are responsible for engraftment must be similarly (either up or down) expressed between G0 and G1. Our third assumption was that genes differentially expressed between UCB G0 and G1 are primarily cell cycle related and are most likely not involved directly with the engraftment potential of these cells. Therefore, we hypothesized that candidate genes responsible for engraftment may be identified by the subtraction of differentially expressed genes between G0 and G1 of UCB from those that are differentially expressed between G0 and G1 of BM and MPB. To corroborate the third assumption, we phenotypically compared markers of hematopoietic differentiation between UCB G0 and G1 cells. As can be seen in Figure S1, the expression patterns of 10 hematopoietic markers were identical between UCB G0 and G1 cells demonstrating that the phenotypic makeup of these two groups did not significantly impact the profiles obtained. For added comparisons, we also analyzed BM G0 and G1 cells and obtained the same profiles between both groups (Figure S1).

We identified 643 common differentially expressed genes between both BM and MPB G0 and G1 cells and 159 differentially expressed genes between UCB G0 and G1 cells were common with these 643 genes. 

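The calls of BM and MPB shared 63 probes, against 27.3 from the product of their shares, and 61 of the 63 changed in the same direction. Of these, 53 were not called in UCB. The correlation of the G0 minus G1 change across all probes was 0.283 between BM and MPB, 0.401 between BM and UCB and 0.241 between MPB and UCB, where probes are not independent replicates. The overlap was 1676 probes with the 2-fold threshold alone. It was 39 without MPB G0 replicate a and 152 without MPB G1 replicate a.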

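After subtraction of the UCB calls, 53 probes were left, of which 45 are among the 484 probes of Table S1. In UCB, 47 of the 51 that changed in the same direction in BM and MPB had the same sign, 26 of the 53 changed by 2-fold or more, and 13 by less than 1.5-fold. With a UCB change under 1.5-fold in place of no call, 13 probes were left. Leaving out MPB G1 replicate a gave 128, and MPB G0 replicate a gave 30. Whether the UCB change differed from the mean of the BM and MPB changes was tested over all 18 arrays. By limma, 0 probes differed at an adjusted p under 0.05 (smallest 0.089), and 1326 had an unadjusted p under 0.05. From the assumption that genes changed in UCB are related to the cell cycle, the paper reasons that the genes left after the subtraction are most likely related to engraftment.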

Based on our proposed model, we were left with 484 (643−159 = 484) target genes that are most likely not cell cycle related but important for the control of engraftment of HSC from all three tissues. This rationale is depicted in Figure 2A and the list of the 484 target genes along with their relative expression is shown in Table S1.

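The 484 probes of Table S1 were chosen by the authors on these samples, so their changes are not independent evidence. In BM the sign was that of the paper for 484 of 484 probes, in MPB for 483 of 484, and in UCB for 356 (83.8%) of the 425 with a signed fold in the table. Spearman's correlation across probes with the paper's fold was 0.862 in BM, 0.840 in MPB and 0.832 in UCB. Both thresholds were passed by 127 of the probes in BM, by 106 in MPB and by 0 in UCB (limma), and 2-fold alone by 411, 405 and 106. Adjusted over the list alone, 147 had an adjusted p under 0.05 in BM, 153 in MPB and 0 in UCB. Adjusted over all probes, 42 did in BM and 0 in MPB and UCB. For the difference between tissues, adjusted over the list alone, 33 probes differed between BM and MPB, 27 between BM and UCB, and 2 between UCB and the mean of the adult tissues. The difference from the paper's log2 fold had a scaled median absolute deviation across probes of 1.03 in BM, 0.46 in MPB and 0.28 in UCB. With the fold taken from the mean signals in place of the mean log2 signals, an alternative chosen after seeing the data, it was 0.51, 0.30 and 0.21.

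**Figure D1:**
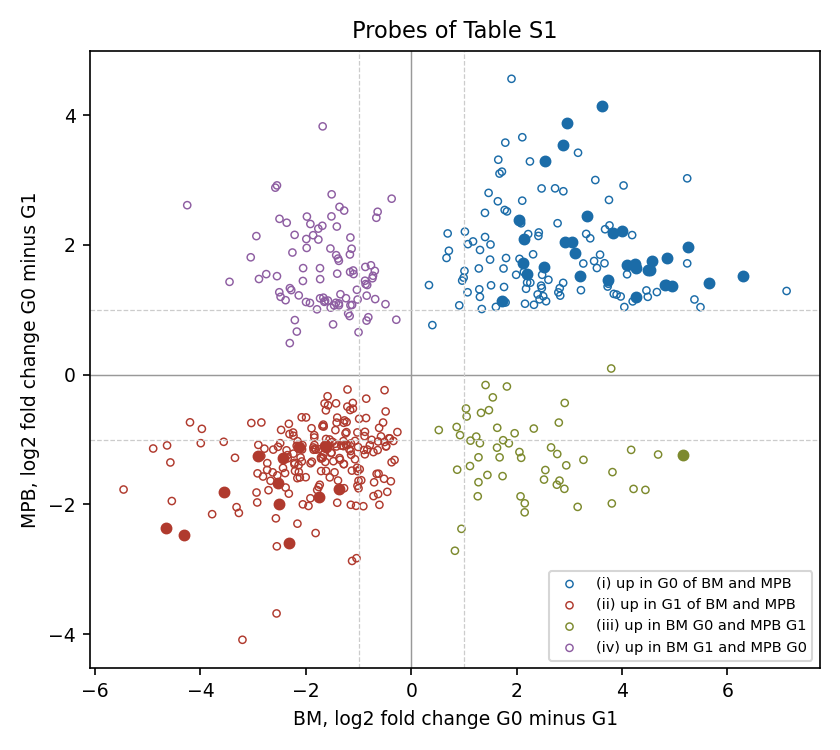
Each circle is a probe of Table S1, with its log2 fold change (G0 minus G1) in BM on the horizontal axis and in MPB on the vertical axis, colored by the paper's pattern; filled circles passed the thresholds in both tissues and dashed lines mark 2-fold. Of the 484 probes, 411 lie beyond 2-fold in BM and 405 in MPB.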

### Cluster analysis

We carried out hierarchical cluster analysis of the target genes using open source software TM4-MultipleExperiment Viewer [29], [35]. We chose default Euclidean distance metric and average linkage clustering method to analyze the data. Out of 484 target genes, 132 were upregulated in G0 cells of both in BM and MPB (unchanged in UCB), 207 were upregulated in G1 cells of both BM and MPB, and unchanged in UCB. 

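Of the 53 probes left by the subtraction, 38 were upregulated in G0 cells of both BM and MPB and 13 in G1 cells of both. In the paper's pattern of 132 probes upregulated in G0 cells, 64 were called in BM, 54 in MPB and 31 in both, with median log2 fold changes of 2.53 in BM, 1.69 in MPB and 0.43 in UCB. In BM, 77 of these 132 were well above background on no array of 1 fraction. In the pattern of 207 probes upregulated in G1 cells, 41 were called in BM, 35 in MPB and 13 in both, and the medians were -1.64, -1.23 and -0.37. UCB had the sign of BM for 93 of the 132 (70.5%) and for 142 of the 207 (68.6%). In UCB, 74 and 98 of them changed by 1.5-fold or more, and 43 and 37 by 2-fold or more.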

The remaining 145 genes showed aberrant expression patterns (Figure 2B). Therefore, further gene ontology analysis was carried out on the 339 (132+207 = 339) genes that showed the same expression pattern both in BM and MPB and remained unchanged in UCB.

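Opposite directions in BM and MPB were found for 2 of the 53 probes (A_24_P924908 and ENST00000361278), both upregulated in BM G0 cells and MPB G1 cells. In Table S1, 54 probes are upregulated in BM G0 and MPB G1 cells, and 1 of them passed the thresholds in both tissues. Of the 91 upregulated in BM G1 and MPB G0 cells, 0 passed in both by limma, 4 passed in BM and 15 in MPB. For the difference between BM and MPB, adjusted over the list alone, 14 of the 54 and 12 of the 91 had an adjusted p under 0.05. The sign in UCB was that of BM for 53.7% and 47.3% of these patterns.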

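The same direction in BM and MPB was found for 96.2% of the 53 probes, that is for 51. In the 339 probes of Table S1 with the same pattern in both, which the paper selected for no change in UCB, the UCB sign followed BM and MPB for 235 (69.3%). Among 21027 other probes with the same direction in BM and MPB and a change under 2-fold in UCB and in BM or MPB it did so for 73.2%. For 119 genes of these 339 probes the array carries 162 further probes, of which 120 (74.1%) had the sign of the listed probe in BM and 113 (69.8%) in MPB.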

### Gene Ontology (GO) and Pathway analyses

Microarray identified target genes were further classified following the GO rules based on: (i) the cellular component (CC) indicating where the gene product can be found; (ii) the biological process (BP) in which the gene product participates; (iii) the molecular function (MF) that describes the gene product activities. As shown in Table 1, the top molecular and cellular functions associated with genes upregulated in engrafted cells were cellular movement, antigen presentation, cell signaling, molecular transport, and nucleic acid metabolism. 

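Table 1 names 18 genes upregulated in engrafted cells, at 19 probes, besides those of Table 2. All 19 probes were higher in G0 cells of both BM and MPB, 11 passed the thresholds in BM, 9 in MPB and 6 in both. Those 6 were CXCL2, TPM1, FCER1A, ABCC4, P2RY12 and SLC40A1. By limma, 0 passed in UCB, where 15 of the 19 were higher in G0 cells and 7 changed by 2-fold or more (smallest adjusted p 0.957). FCER1A held its calls with each array left out, and its log2 fold change was 3.33 (standard error 0.41) in BM, 2.44 (standard error 0.45) in MPB and 0.98 (standard error 0.49) in UCB. TPM1 was at least 16.3-fold higher in BM G0 cells, with a log2 fold change of 1.97 (standard error 0.49) in MPB, where leaving out 3 of the 6 arrays in turn lost the call. Its 5 other probes had 0.056 to 0.86 in MPB, where none passed, and 2 of them passed in BM (A_23_P206018 1.69 and A_23_P391586 3.93) while 2 were lower in BM G0 cells (A_23_P363344 -0.29 and A_24_P924721 -0.56). ABCC4 (A_23_P25559) was at least 11.2-fold higher in BM G0 cells and had a log2 fold change of 1.41 in MPB and -1.83 (standard error 1.06) in UCB, while its other probe of Table S1 had 0.21 in UCB and a further probe, A_24_P16913, -0.10. Other probes of SHC4 and SORT1 were lower in G0 cells of BM and MPB. In BM, 9 of the 19 probes were well above background on no G1 array. For CHN2 and LPAR4 the lower bound in BM was 1.09-fold and 1.07-fold. After background correction by normexp, SLC16A6 had the opposite sign in BM (-0.032).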

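A list of 37 proliferation genes, written before the data were examined, had a mean log2 fold change (G0 minus G1) of -1.23 in BM, -0.55 in MPB and -0.78 in UCB, where the median of all 17412 genes with a symbol changed by -0.36, -0.03 and -0.08. Of the 37 genes, 33 were higher in G1 cells in BM, 31 in MPB and 32 in UCB. Limma's camera, with adjustment over 9 lists in 3 tissues, gave adjusted p values of 3.3e-06, 2.0e-06 and 1.3e-07. Camera tests a list against the other genes, while fry tests it against no change and allows for the correlation between genes. Under fry the adjusted p was 0.029 in BM, 0.352 in MPB and 0.174 in UCB. In BM the median of all genes, at -0.36, lay on the same side as the list, which fry does not take out. The mean in MPB was -0.21 without MPB G1 replicate b. MKI67, the marker of the sort, had a log2 fold change of -1.61 (standard error 1.21) in BM, -0.03 (standard error 1.55) in MPB and -1.83 (standard error 0.79) in UCB, and passed the thresholds in none of them. Table S1 holds 3 of the 37 genes.

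**Figure D2:**
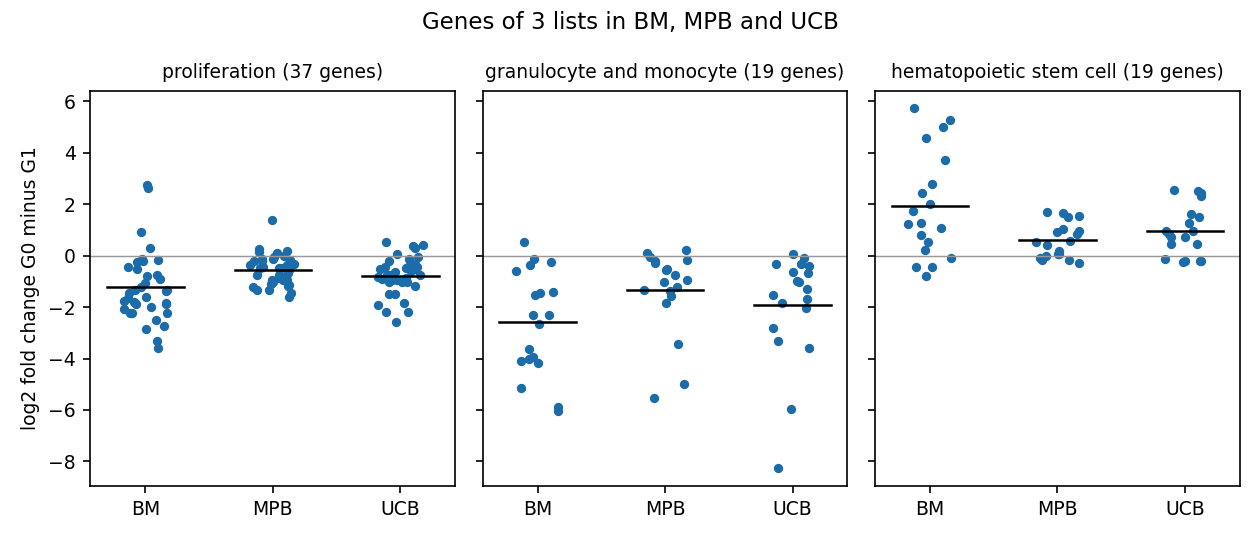
Points are the genes of 3 lists with their log2 fold change (G0 minus G1) in BM, MPB and UCB, and black lines are the list means. The proliferation means lie at -1.23, -0.55 and -0.78, those of the granulocyte and monocyte list at -2.60, -1.34 and -1.93, and those of the hematopoietic stem cell list at 1.93, 0.59 and 0.97.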

Whereas, genes upregulated in non engrafted cells were mostly associated with cellular growth and proliferation, cell cycle, cellular assembly and organization, and DNA replication. 

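The 9 genes ADAMTS1, THBS1, TIMP3, PTGS1, NCKAP1, EVI1, MFGE8, ITGA2 and ENST00000353442 were higher in G0 than in G1 cells of BM, MPB and UCB at their 10 probes of Table S1. Other probes of ADAMTS1, THBS1, TIMP3, EVI1, MFGE8 and ITGA2 were lower in G0 cells in at least 1 tissue. For EVI1 the probe A_24_P153490 had -0.04 (standard error 0.35) in UCB. The EVI1 probes A_23_P212688 and A_23_P317324 passed the thresholds in BM (4.58 and 3.98) and UCB (2.55 and 2.88) but not in MPB (1.55 and 1.46). Their adjusted p by limma in UCB was 0.491 and 0.455. ADAMTS1, TIMP3, NCKAP1 and EVI1 passed the thresholds in both BM and MPB. THBS1, PTGS1 and MFGE8 passed only in MPB, and ITGA2 and ENST00000353442 in neither. By limma, 0 of the 10 probes passed in UCB (smallest adjusted p 0.928). EVI1 was at least 6.46-fold higher in BM G0 cells (limma's adjusted p 0.014), with a log2 fold change of 1.61 (standard error 0.43) in MPB and 3.46 (standard error 1.15) in UCB. ADAMTS1 was at least 3.40-fold higher in BM G0 cells and had a log2 fold change of 3.87 (standard error 0.73) in MPB and 0.83 (standard error 0.79) in UCB. For NCKAP1 the bound in BM was 1.68-fold, and its log2 fold change was 2.38 (standard error 0.49) in MPB and 2.49 (standard error 0.89) in UCB. After normexp background correction NCKAP1 had the opposite sign in BM (-0.41). TIMP3 rose by 1.72 (standard error 0.47) in BM, 1.14 (standard error 0.30) in MPB and 0.54 (standard error 0.52) in UCB. The probe A_24_P64167 of PTGS1 rose by 3.76 (standard error 1.34), 2.30 (standard error 0.40) and 0.58 (standard error 0.54). For MFGE8 these were 2.33 (standard error 1.02), 1.08 (standard error 0.31) and 0.95 (standard error 0.51). BM G1 replicate a was the lowest of its group for both PTGS1 and MFGE8. ENST00000353442 was well above background on no BM G1 array, and its change was 1.64 (standard error 0.75) in MPB and 0.76 (standard error 0.37) in UCB. With each array left out in turn, the call of EVI1 held in 6 of 6 fits in BM and 2 of 6 in MPB, and that of ADAMTS1 in 5 and 6. The call of NCKAP1 held in 1 and 6, and that of TIMP3 in 1 and 1. For none of these genes did the UCB change differ from the mean of BM and MPB at an adjusted p under 0.05 (limma, smallest 0.9996). The differences at the 10 probes ranged from -2.61 (standard error 1.56) for ITGA2 to 0.40 (standard error 1.05) for EVI1. That of ADAMTS1 was -2.58 (standard error 0.98). With 3 arrays per group the test cannot show that the changes were alike.

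**Figure D3:**
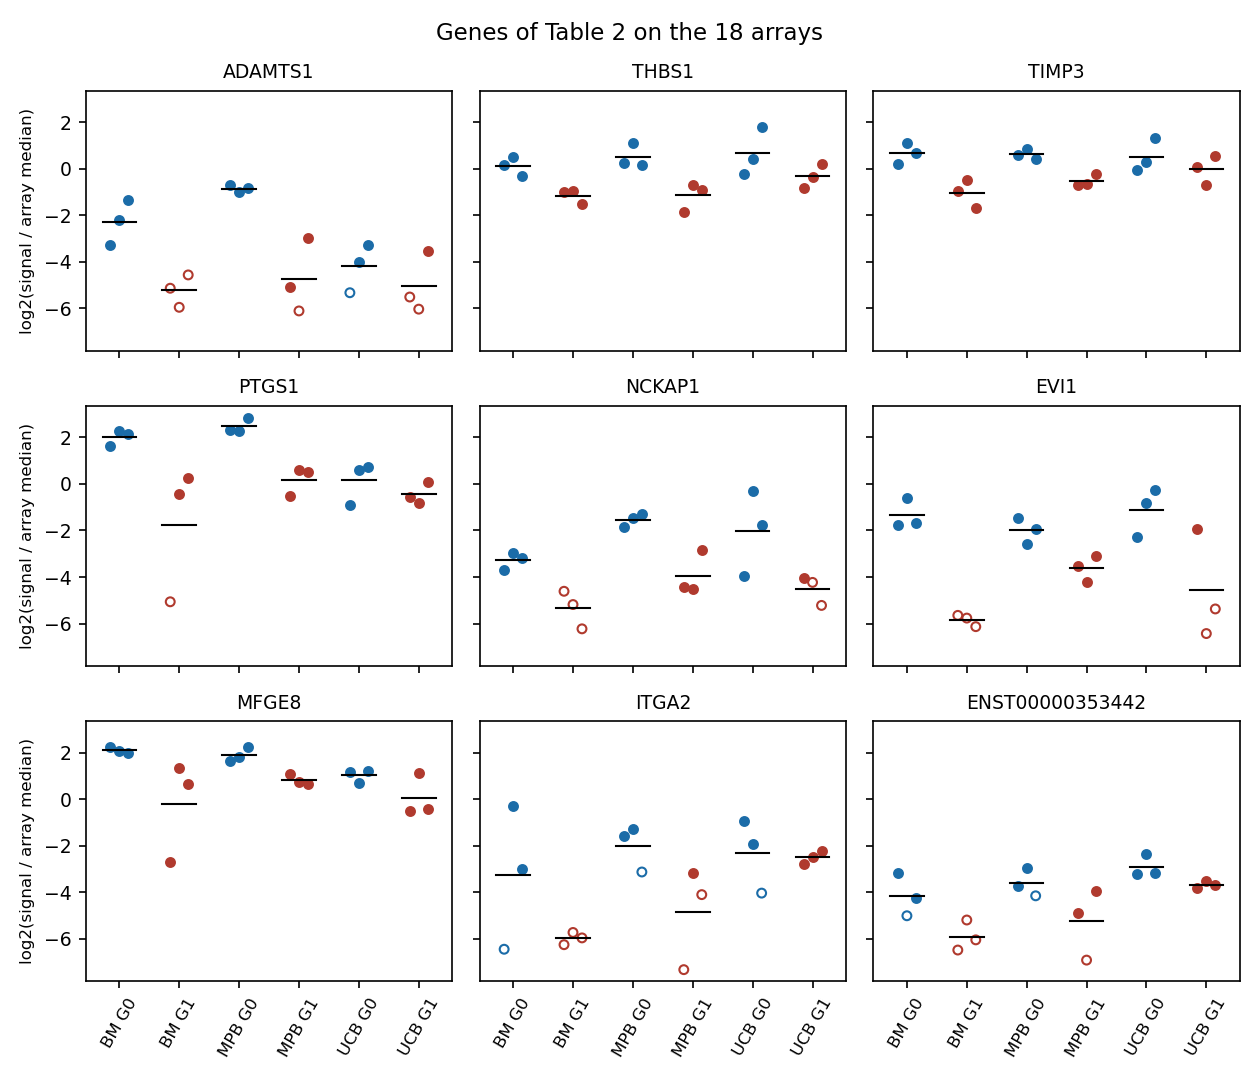
Points are single arrays, with the log2 of the signal over the array median on the vertical axis, blue for G0 and red for G1 cells; black lines are group means, and open circles are signals not well above background. The probe of PTGS1 is A_24_P64167, and the BM G1 arrays of ADAMTS1, NCKAP1, EVI1, ITGA2 and ENST00000353442 are all open.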

Interestingly, nine genes (ADAMTS1, THBS1, TIMP3, PTGS1, NCKAP1, EVI1, MFGE8, ITGA2, ENST00000353442, p = 2.62E-04 - 3.80E-02) with “embryonic development function” were also upregulated in G0 cells of BM and MPB but relatively unchanged in G0 and G1 of UCB (Table 2). The top canonical pathways associated with engrafted cells were: integrin signaling (e.g. DIRAS3, ITGA2, TSPAN6), P53 signaling (e.g. GADD45A, THBS1), oncostatin M signaling (e,g. TIMP3), T helper cell differentiation (e.g. IL18R1) whereas the top canonical pathways associated with non-engrafted cells were: Interleukin signaling (e.g. IL2, IL8, IL15), myc mediated apoptosis signaling (e.g. IGF1, BCL2), and cytotoxic T lymphocyte mediated apoptosis. 

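Of the genes named for the pathways of engrafted cells, TSPAN6 was at least 10.7-fold higher in BM G0 cells. Its log2 fold change was 1.80 (standard error 0.41) in MPB and 1.92 (standard error 0.89) in UCB. The BM and MPB values passed the thresholds, and the MPB call held in 3 of 6 fits with 1 array left out. The other TSPAN6 probe, A_24_P83262, had 2.22 (standard error 0.74) in BM, 1.06 in MPB and 1.24 in UCB and did not pass. IL18R1 passed in BM (3.68, standard error 0.80) but not in MPB (2.24, standard error 0.71) or UCB (3.57, standard error 1.49), and its other probe, A_23_P39735, passed only in UCB (3.09, standard error 0.80). DIRAS3 passed in none, was well above background on no BM G1 array, and rose by 2.54 (standard error 0.82) in MPB. Of those named for non-engrafted cells, IGF1 was higher in G1 cells of MPB (-1.64, standard error 0.37, past the thresholds) and UCB (-0.78, standard error 0.49), and its BM change was within its standard error of 1.02. Its MPB change was 0.085 after normexp background correction, and 0.27 and -0.016 at its other probes A_24_P304419 and A_23_P13907. IL8 was higher in G0 cells, by 2.41 (standard error 0.86) in BM, 0.90 (standard error 0.51) in MPB and 1.11 (standard error 0.97) in UCB. IL15 was also higher in G0 cells, by 0.97 (standard error 0.95), 0.56 (standard error 0.49) and 0.17 (standard error 0.36). Neither IL8 nor IL15 passed the thresholds in any tissue.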

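Among the genes of Fig. 3 upregulated in non-engrafted cells, CHAF1A, CHAF1B, BLM, FANCD2 and TOP2A were higher in G1 cells of BM, MPB and UCB. In BM the thresholds were passed by CHAF1A (log2 fold change -2.73, standard error 0.42), CHAF1B (-2.08, standard error 0.55), FANCD2 (-5.46, standard error 0.79) and TOP2A (-1.84, standard error 0.50). The calls of CHAF1A and FANCD2 held with each of 6 arrays left out, that of CHAF1B with 2 and that of TOP2A with 1. None of them passed in MPB or UCB, where the values were -1.77 (standard error 0.55) and -2.37 (standard error 0.83) for FANCD2 and -1.08 (standard error 0.37) and -0.84 (standard error 1.31) for TOP2A. At another FANCD2 probe, A_32_P24165, the change was -1.88 (standard error 0.62) in BM, -0.88 in MPB and -0.55 in UCB. At a further one, A_23_P345678, FANCD2 was at least 2.74-fold higher in BM G1 cells. Neither of these probes passed the thresholds in any tissue. C11ORF82 was well above background on no BM array at its probe of Table S1, A_24_P926543, so no BM change is given there. Its other probe, A_23_P429491, had -1.28 (standard error 0.52) in BM, -0.46 in MPB and -0.45 in UCB and did not pass. HAVCR2 at the probe A_23_P18903 had a log2 fold change of -3.56 (standard error 0.96) in BM and -1.81 (standard error 0.42) in MPB, both past the thresholds. At a further probe of Table S1, A_24_P923370, it was at least 6.52-fold higher in BM G0 cells. At A_24_P411561, which is not in Table S1, it changed by -4.25 (standard error 1.64) in BM, -1.16 in MPB and -1.08 in UCB and did not pass. MLF1 did not pass at either of its probes of Table S1, which were at least 2.98-fold and 2.00-fold higher in BM G0 cells and rose by 1.64 and 1.77 in MPB.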

Interestingly, several genes upregulated in engrafted cells had an inverse function on genes upregulated in non-engrafted cells and vice versa (Figure 3). These inverse relationships will be discussed in some detail further below.

**Figure 3:**
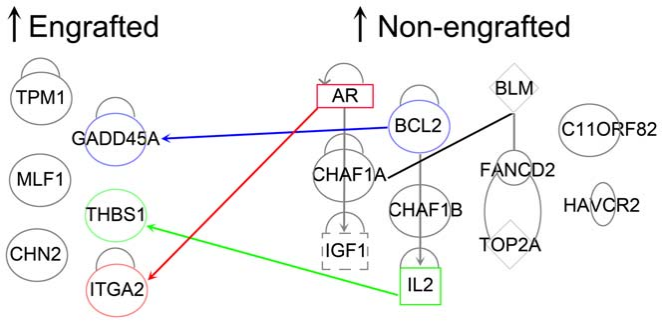
Candidate genes were analyzed by Ingenuity pathway analysis software. Upregulated genes in engrafted cells (G0 cells of BM, MPB; G0 and G1 cells of UCB) and upregulated genes in non-engrafted cells (G1 cells of BM and MPB) were put side by side and direct and indirect relations between the two sets were drawn. Several genes that are upregulated in non-engrafted cells have an inverse function on the genes that are upregulated in engrafted cells or vice versa. Genes represented with blue, green, and red arrow lines have opposite functions.

**Table 1:** 

(A): Top molecular and cellular functions of differentially upregulated genes in engrafted G0 cells.			
Name	p-value	#	Molecules
Cellular movement	6.90E-04 - 4.94E-02	12	CHN2, CXCL2, CXCL3, GADD45A, IL18R1, ITGA2, NCKAP1, SHC4, SORT1, THBS1, TIMP3, TPM1
Antigen presentation	8.69E-04 - 4.02E-02	8	CXCL2, CXCL3, EVII, FCER1A, IL18R1, MFGE8, PTGS1, THBS1
Cell signaling	9.25E-04 - 4.50E-02	10	ABCC4, CXCL3, DIRAS3, FCER1A, GADD45A, ITGA2, LPAR4, P2RY12, PTGS1, THBS1
Molecular transport	9.25E-04 - 4.94E-02	15	ABCC4, ARG2, CXCL3, DIRAS3, FCER1A, ITGA2, LPAR4, P2RY12, PTGS1, RCRC1, SLC16A6, SLC25A21, SLC40A1, SORT1, THBSI
Nucleic acid metabolism	9.25E-04 - 4.45E-02	6	ABCC4, CXCL3, ITGA2, LPAR4, P2RY12, THBS1

**Table 2:** Nine genes with “embryonic development function” that were upregulated in G0 cells.

		Relative Expression G0/G1		
GENE	Gene Name	UCB	BM	MPB
ADAMTS1	ADAM metallopeptidase with thrombospondin type 1 motif	1.78	5.2	9.18
THBS1	Thrombospondin 1	1.64	2.1	2.69
TIMP3	TIMP metallopeptidase inhibitor 3	1.34	2.78	2.16
PTGS1	Prostaglandin-endoperoxide synthase 1, transcript variant 1	1.39	5.6	4.53
NCKAP1	NCK-associated protein, transcript variant 2	1.0	2.67	4.38
EVI1	Ecotropic viral integration site 1	1.0	20.83	2.72
MFGE8	Milk fat globule-EGF factor 8 protein	1.79	3.0	2.1
ITGA2	Integrin, alpha 2 (CD49B, alpha 2 subunit of VLA-2 receptor)	1.5	17.76	4.12
ENST00000353442	Limb region 1 homolog (LMBR1)	1.68	3.6	2.58

### Comparison of target genes with other published data

We compared our present data to those previously reported by Ivanova et al [25] in which a molecular signature of stem cells was described. Among the 484 target genes identified in our studies, the annotation and function of 341 genes are known. Compared to published database [25], 57 of the 341 genes were identified as common HSC specific genes (Table S2A). These 57 genes were described among many of the categories of hematopoietic cells described by Ivanova et al [25] with 26 of the 57 genes expressed in the 3 categories of HSC, long term-HSC and short term-HSC. 

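All 57 genes of Table S2A are at probes of Table S1, 21 of them in the pattern upregulated in G0 cells of BM and MPB, 21 in that upregulated in G1 cells, and 6 and 9 in the opposite patterns. The thresholds were passed by 17 in BM, 15 in MPB and 8 in both. In UCB, 0 passed by limma. The 8 were ABCC4, ANXA3, FCER1A, AA594975, PRDM16, SLC40A1, TSPAN6 and RAB32. The median absolute log2 fold change was 1.86 in BM, 1.31 in MPB and 0.72 in UCB.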

Interestingly, our analysis identified 14 genes that Ivanova et al [25] reported as genes expressed in stem cells from multiple tissues including HSC, ESC and NSC (Table S2B).

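Of the 14 genes of Table S2B, 4 passed the thresholds in BM, 3 in MPB, 1 in both (TSPAN6) and 0 in UCB by limma. Their median absolute log2 fold changes were 1.86 in BM, 1.25 in MPB and 0.65 in UCB.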

### Proteomic analysis

Mass spectrometry analyses of the same 6 groups of cells yielded 646 protein identities present in all samples. Based on the definition of Higgs et al [32] all the quantified proteins were given priorities 1, 2, 3, or 4 based on the quality of protein identification (see Table S3 for further details). The gene ontology analysis of these proteins is shown in Table 3. The major cellular components (corresponding number of identified proteins in brackets) were membrane-bound organelle (269), nucleus (194), cytosol (74), cytoskeleton (63), and mitochondrion (48). Biological processes with the largest number of identified proteins were nucleic acid metabolism (161), gene expression (154), development (114), transport (97), and cell differentiation (72). This analysis revealed proteins that do not represent the major pathways and cellular compartments identified by microarray analysis.

**Table 3:** Total identified proteins were grouped on the basis of cellular localization, biological process, and molecular function.

Cellular Component	#	%	Biological process	#	%	Molecular function	#	%
Membrane-bound organelle	269	50.6	Nucleic acid metabolic process	161	30.3	Protein binding	298	56
Nucleus	194	36.5	Gene expression	154	29	DNA binding	92	17.3
Cytosol	74	13.9	Protein metabolic process	138	25.9	RNA binding	89	16.7
Cytoskeleton	63	11.8	Cellular macromolecule metabolic process	134	25.2	Structural molecule activity	77	14.5
Mitochondrion	48	9	Developmental process	114	21.4	ATP binding	56	10.5
Chromosome	46	8.7	Transport	97	18.2	Oxidoreductase activity	42	7.9
Ribosome	42	7.9	Cell differentiation	72	13.5	Hydrolase activity	41	7.7
Chromatin	36	6.8	Macromolecule biosynthetic process	64	12	Pyrophosphatase activity	41	7.7
Organelle envelope	31	5.8	DNA metabolic process	60	11.3	ATPase activity	23	4.3
Actin cytoskeleton	26	4.9	Translation	57	10.7	Unfolded protein binding	22	4.1
Nucleosome	24	4.5	RNA processing	43	8.1	Actin binding	22	4.1
Cytoplasmic vesicle	23	4.3	Programmed cell death	40	7.5	GTP binding	20	3.8
Spliceosome	21	4	Cell cycle	40	7.5	GTPase activity	16	3
Microtubule	13	2.4	Chromosome organization	39	7.3	Enzyme inhibitor activity	14	2.6
Cell surface	12	2.3	mRNA processing	34	6.4	Isomerase activity	12	2.3
Nuclear envelope	12	2.3	RNA splicing	32	6	Structural constituent of cytoskeleton	12	2.3
Nucleolus	12	2.3	Chromatin assembly or disassembly	30	5.6	Protein domain specific binding	11	2.1
Contractile fiber	11	2.1	Anti-apoptosis	18	3.4	Lyase activity	11	2.1
Myosin complex	7	1.3	DNA repair	15	2.8	Antioxidant activity	10	1.9
Hetero Chromatin	5	0.9	Coenzyme metabolic process	15	2.8	Chromatin binding	8	1.5

### Differential expression of proteins between G0 and G1

To gain insight into the mechanism of engraftment at the protein level, we examined protein differential expression in G0 and G1 cells from all three tissues. Differential expression of proteins was measured from the largest to the smallest protein intensity between groups. A significant fold change was based on controlling the false discovery rate (FDR) at less than 5. The relative expression of all proteins with individual standard error charts are shown in Table S4. When the threshold was set to 1.5, 25 proteins ranked in priorities 1 and 2 from BM were differentially expressed between G0 and G1. For the same ranking, 12 proteins from MPB, and 22 proteins from UCB were differentially expressed between G0 and G1 cells. Table S5 displays the list of differentially expressed proteins along with their annotation, the sequence used to identify the protein, and fold change. There were only 7 differentially expressed proteins common in all three tissues. To identify target proteins associated with engraftment, analysis similar to that carried out for the genomic data was performed. Using the same assumptions discussed above, we identified 11 common proteins differentially expressed by BM and MPB. Only 4 proteins however, were commonly differentially expressed between BM and MPB, but not UCB (Table S5).

## Discussion

In adults, the quiescent status of HSC is believed to be a critical determinant in the ability of these cells to retain their full hematopoietic potential [36], [37]. We previously hypothesized [6] that in the developing fetus, and in order to meet the extensive demand for the production of hematopoietic cells, all CD34^+^ cells, regardless of their position in the cell cycle, can sustain and reinitiate blood cell production as hematopoiesis moves from one site to the other during fetal development. Using a series of transplantation studies [4], [5], [6] we demonstrated that only G0 CD34^+^ cells from adult human BM or MPB engrafted successfully in conditioned NOD/SCID mice and as predicted, both G0CD34^+^ and G1CD34^+^ cells from UCB, fetal liver, and fetal BM engrafted effectively [4], [5], [6]. While these studies revealed the role of cell cycle status in the engraftment of CD34^+^ cells during ontogeny, the molecular basis behind these observations remains unknown. Furthermore, these studies suggested that perhaps genes differentially expressed between UCB G0CD34^+^ and G1CD34^+^ cells, especially those involved in cell cycle control may not be critical for conferring engraftment capabilities. In this study, we relied on previously published findings and the rational of differential gene expression between G0CD34^+^ and G1CD34^+^ cells from different tissues to derive a genetic and protein fingerprint that may be associated with the engraftment potential of human stem cells and to examine whether our data can explain the engraftment of cells in G0 based on their coordinated and position in a continuum rather than a property that is strictly cell cycle associated mitotically and genetically.

In our analysis, genes with at least two fold change and p-value<0.01 were considered differentially expressed. Only 159 differentially expressed genes were common to all three tissues. Regardless of engraftment potential, several genes undergo differential expression when cells migrate from mitotic quiescence (G0) to active phases of cell cycle (G1). Since we used CD34^+^ cells from 3 different tissues with distinct engraftment potential, we were able to subtract genes that were differentially expressed merely due to cell cycle progression and focus on engraftment related genes only. Nine genes, ADAMTS1, THBS1, TIMP3, PTGS1, NCKAP1, EVI1, MFGE8, ITGA2, ENST00000353442, with embryonic development function were upregulated in engrafted cells. A number of these genes have an already identified role in maintaining hematopoietic stem cells directly (EVI1) or indirectly (ENST00000353442) by altering the expression of genes implicated in the maintenance of stem cell function such as sonic hedgehog [38]. Many of these genes play critical roles in embryonic differentiation, implantation, and tissue homeostasis (PTSG1) [39], [40], in embryonic body morphogenesis and gastrulation (NCKAP1) [41], and in organ morphogenesis (ITGA2) [42] and limb patterning (ENST00000353442) [38]. How these genes collectively participate in controlling hematopoietic stem cell engraftment remains to be fully elucidated.

Interestingly, we found that the expression of several target genes upregulated in engrafted cells can be inversely affected by the expression of genes that were upregulated in non-engrafted cells (Figure 3). For instance, growth arrest and DNA-damage-inducible, alpha (GADD45A), an essential component of many metabolic pathways that control proliferating cancer cells [43] had relatively high expression levels in engrafted cells. 

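GADD45A was well above background on all 18 arrays. Its mean log2 signal over the array median was 3.43 in BM G0 and 1.82 in BM G1 cells, 4.04 and 2.99 in MPB, and 2.91 and 1.68 in UCB. The differences of 1.61 (standard error 0.73) in BM, 1.04 (standard error 0.41) in MPB and 1.23 (standard error 0.57) in UCB did not pass the thresholds.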

B-cell CLL/lymphoma 2 (BCL2) protein which was highly expressed in non-engrafted cells has been previously shown to suppress the expression of human GADD45A protein [44]. 

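The log2 fold change of BCL2, G0 minus G1, was -1.49 (standard error 0.60) in BM, -1.04 (standard error 0.35) in MPB and -0.45 (standard error 0.71) in UCB, past the thresholds in none of them. Another BCL2 probe had -0.70, -0.10 and 0.12.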

Whether over expression of BCL2 in non-engrafted cells negatively regulates the expression of GADD45A thereby promoting a loss of engraftment potential requires closer examination. Similarly, expression of thrombospondin1 (THBS1) which has a role in the activation of MAPK [45], anti-apoptosis [46], and cell cycle arrest [47] was upregulated in engrafted cells. 

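THBS1 at the listed probe, A_23_P206212, had a log2 fold change (G0 minus G1) of 1.28 (standard error 0.40) in BM, 1.64 (standard error 0.43) in MPB and 1.00 (standard error 0.58) in UCB, and only the MPB value passed the thresholds. Leaving out 4 of the 6 MPB arrays in turn lost that call. Another THBS1 probe changed by -0.42 in BM, 0.09 in MPB and 0.46 in UCB.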

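On the arrays IL2 was near the background. It was well above background on 0 of 3 BM G0 arrays and 1 of 3 BM G1 arrays, 0 and 3 in MPB, and 2 and 1 in UCB. Its log2 fold change did not pass the thresholds in any tissue and was -0.19 (standard error 0.40) in UCB.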

THBS1 protein decreases the secretion of IL2 [48], which, as noted above and in Figure 3, is associated with non-engrafting cells. Integrin, alpha 2 (ITGA2 or CD49B) which is involved in cell adhesion and cell-surface mediated signaling [49] was upregulated in engrafted cells while the androgen receptor (AR or dihydrotestosterone receptor) was overexpressed in non-engrafting cells. 

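ITGA2 was at least 1.73-fold higher in BM G0 cells, where its 3 arrays ranged from -6.44 to -0.31 on the log2 scale. Its log2 fold change was 2.87 (standard error 1.06) in MPB and 0.19 (standard error 0.76) in UCB. None of these passed the thresholds. Another ITGA2 probe had 0.31 in BM, 1.06 in MPB and -0.84 in UCB.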

Interestingly, 5alpha-dihydrotestosterone has been previously shown to decrease the expression of ITGA2 [50]. It would have been very interesting and informative if we could have extended these analyses to cells in S/G+M phases of cell cycle. Unfortunately, only a very small percentage of UCB and MPB-derived CD34^+^ cells are in S/G2+M [4], [6], making the isolation of sufficient numbers of these cells extremely difficult.

These observations suggest that maintenance and loss of engraftment potential may be controlled by an orchestrated sequence of gene expression profiles that oscillate HSC between engrafting and non-engrafting potential. It would be interesting to closely examine whether these gene expression profiles are modulated by the progression of cells through different phases of cell cycle. Such associations between cell cycle status and a genetic fingerprint that promotes engraftment may explain why position of HSC in cell cycle is an important parameter in determining their engraftment potential. Alternating status of engraftment potential of HSC has been previously reported by Quesenberry and colleagues [7], [8], [51], [52], [53]. It is important to stress here that restriction of engraftment to cells in G0 may not be applicable to unseparated BM cells. However, the necessity to use purified cells for genomic and proteomic analyses, preclude the use of unseparated cells for these studies.

We compared our 484 target genes identified by microarray analysis to the published stem cell database where Ivanova et al. [25] mapped mRNA expression profiles of hematopoietic stem cells of various phenotypically defined hierarchical levels or clusters including LT-HSC, ST-HSC, and early-intermediate-late progenitors. Among the functionally annotated 341 genes identified in our set, 57, which mapped to all clusters of hematopoietic cells examined, were present in the database of Ivanova et al. Hypothetical expression patterns used by Ivanova et al., [25] for cluster assignment may be one of the reasons for our target list matching to all clusters. It is important to note that when we compared our target gene list to common genes expressed by different types of stem cells (HSC, ESC, and NSC as per the definition of Ivanova et al), 14 genes were common to both lists and interestingly, all of them mapped to higher clusters of HSC developmental hierarchy.

Using mass spectrometry based proteomic analysis we successfully identified 646 proteins from the same 18 groups of cells that were subjected in parallel to microarray analysis. Analysis strategies similar to those used with our microarray data revealed that only 4 common proteins were differentially expressed in both BM and MPB, and not changed in UCB. We consider this a huge constraint of our proteomic analysis since compared to data from microarrays. We were limited to the identification of a rather small number of expressed proteins using currently available techniques. Given the logistical difficulties involving the flow cytometric cell sorting of highly purified phenotypically defined groups of cells, and the decision not to mix samples, we were only able to use a rather small number of sorted cells (2×10^5^ cells) for the proteomic analysis of each sample. This may have contributed significantly to why only few proteins were identified in our analysis. It is also important to note that another possible reason for our inability to identify a larger number of proteins is that cells in our samples are mostly metabolically inactive thus limiting the proteome abundance. The use of independent pooled samples with significantly higher numbers of cells may have generated a more robust set of proteomic data and showed a higher synergy between the transcriptome and microarray analyses of these cells.

We found a poor correlation between microarray and proteomic results. For instance, among the 62 differentially expressed proteins between BM G0 and G1 cells (Table S5), only 10 matched to differentially expressed genes by ID matching (ignoring hypothetical- putative proteins, that could not be matched to microarray gene ID). Such discrepancies between proteomic and microarray data were previously reported [13], [14], [15], [16]. For example, Gygi et al. detected a 20 fold-increase in protein expression for some genes that were unaltered at the mRNA level by microarray analysis [16], [54]. Clearly, a twofold differential expression of genes may not necessarily result in a twofold change in protein expression [55]. In addition, several mRNA molecules are not translated and may act as transcription regulators or may decay before protein is synthesized [56], [57] leading to a differential expression of genes, but not proteins. Therefore, thresholds applied to identify differential expression of genes and proteins may not reflect the *in vivo* status of transcription and translation.

Our studies confirm what several investigators in this field have suspected for a long time, namely that it is not the mitotic quiescence of HSC per se that is responsible for the superior functional capabilities of these cells but instead, the genomic status associated with or resulting from their position in cell cycle. We purposefully adopted an analysis strategy that stripped away differences between UCB-derived G0 and G1 cells thus eliminating any genomic difference that may be attributed to the cell cycle status of these functionally similar groups of cells. This approach revealed the presence of non cell cycle related genes contributing to the engrafting potential of putative HSC that matched genes identified by other microarray analysis strategies [25]. Obviously, our results cannot rule out that cell cycle related genes do play a role in conferring functional prowess to mitotically inactive cells. Another intriguing finding in these studies is the detection of genes in one of the two fractions analyzed from each tissue capable of modulating the expression of other genes expressed in the opposing fraction. These data suggest that a Yin and Yang system of gene expression patterns in HSC may exist allowing for the oscillation of cells, perhaps in a cell cycle related fashion, between engrafting and non-engrafting status thus generating a continuum of functions from within what would otherwise appear as a heterogeneous population of cells. This model of cell cycle related stem cell function and the oscillation between possessing and losing functional properties within the same cell population was previously described experimentally [51] and proposed conceptually by several groups for adult [7], [8], [9], [10] and embryonic cells [58]. Interestingly, this model of stem cell flexibility allows for more than one group of cells within a given hematopoietic tissue to possess basic and essential stem cell properties when needed. Such would be the case for fetal hematopoietic cells which engraft regardless of their position in cell cycle probably because of the high requirement for hematopoietic cells during development and the continued migration of hematopoiesis from one hematopoietic site to another during ontogeny.

## Supporting Information

Figure S1 **Phenotypic analysis of UCB and BM cell isolated in G0 or G1 phases of cell cycle.** Each group of sorted cells was stained with the 10 hematopoietic markers listed next to each row of histograms (FITC-conjugated) and analyzed separately. Grey histogram denotes isotype control and green histogram denotes test sample.
(TIF) Click here for additional data file.

Table S1 **The list of target genes identified by microarray analysis.**
(XLS) Click here for additional data file.

Table S2 **Comparison of target genes with published database.** (**A**): Common genes found between microarray identified target genes and published hematopoietic stem cell database [25]. (**B**): Common genes found between the microarray identified target genes and the stem cell genes that are conserved and found common among HSC, ESC, and NSC.
(DOC) Click here for additional data file.

Table S3 **The list of total proteins identified by liquid chromatography - mass spectrometry (LC/MS).**
(XLS) Click here for additional data file.

Table S4 **Variability charts of identified total proteins differential expression, including unchanged proteins expression.** For each protein, a plot of the group mean protein intensity levels on the log base 2 scale plus or minus the standard error is shown. The standard error is computed from the statistical model and is a measure of the precision of the mean.
(DOC) Click here for additional data file.

Table S5 **Differentially expressed proteins between G0 and G1 cells of BM, MPB, and UCB.** (**A**): Differentially expressed proteins between G0 and G1 cells of BM. (**B**): Differentially expressed proteins between G0 and G1 cells of MPB. (**C**): Differentially expressed proteins between G0 and G1 cells of UCB.
(DOC) Click here for additional data file.

# Supplementary material for: Genomic and Proteomic Analysis of the Impact of Mitotic Quiescence on the Engraftment of Human CD34+ Cells
**Source:** PLoS One. 2011 Mar 7;6(3):e17498. doi: 10.1371/journal.pone.0017498
**Supplement:** Table S2 — Comparison of target genes with published database. (A): Common genes found between microarray identified target genes and published hematopoietic stem cell database [25]. (B): Common genes found between the microarray identified target genes and the stem cell genes that are conserved and found common among HSC, ESC, and NSC.

**Table S2.** Comparison of target genes with published database.

**(A):** Common genes found between microarray identified target genes and published hematopoietic stem cell database.

| **SN** | **Gene Name** | **Human GenBank ID**  **(Our MA data)** | **Mouse Affimetrix ID**  **(Ivanova et al.)** | **Gene annotation** | **Expression cluster** |
| --- | --- | --- | --- | --- | --- |
| 1 | ABCC4 | NM_005845 | 111137_AT | ATP-binding cassette, sub-family C (CFTR/MRP), member 4 | Early progenitors |
| 2 | ACOT2 | CR606809 | 163689_AT | Acyl-coA thioesterase 2 | HSC and progenitors |
| 3 | ADARB1 | AY082339 | 161436_S_AT | Adenosine deaminase, RNA-specific, B1 (RED1 homolog) | LT-HSC |
| 4 | ANXA3 | NM_005139 | 101393_AT | Annexin A3 | Late progenitors |
| 5 | CHN2 | NM_004067 | 163407_AT | Chimerin (chimaerin) 2 | Early progenitors |
| 6 | FCER1A | NM_002001 | 101209_AT | Fc fragment of IGE, high affinity I, receptor for; alpha polypeptide | Late progenitors |
| 7 | GADD45A | NM_001924 | 102292_AT | Growth arrest and DNA-damage-inducible, alpha | MBC |
| 8 | GPR23 | NM_005296 | 114749_AT | G protein-coupled receptor 23 | HSC |
| 9 | KIF21A | NM_017641 | 166472_I_AT | Kinesin family member 21a | Early progenitors |
| 10 | PBX1 | AA594975 | 105387_AT | Pre-B-cell leukemia transcription factor 1 | MBC |
| 11 | PRDM16 | NM_199454 | 167461_R_AT | PR domain containing 16 | LT-HSC |
| 12 | RPS6 | NM_001010 | 169270_AT | Ribosomal protein S6 | HSC and progenitors |
| 13 | RSRC1 | NM_016625 | 105533_AT | Arginine/serine-rich coiled-coil 1 | Early progenitors |
| 14 | SLC25A21 | AK057476 | 116760_AT | Oxodicarboxylate carrier | Late progenitors |
| 15 | SLC40A1 | NM_014585 | 128795_AT | Solute carrier family 40 (iron-regulated transporter), member 1 | MBC |
| 16 | SORT1 | NM_002959 | 163108_AT | Sortilin 1 | MBC |
| 17 | SYTL4 | NM_080737 | 161026_S_AT | Synaptotagmin-like 4 (granuphilin-A) | HSC and progenitors |
| 18 | TACC1 | NM_006283 | 112375_AT | Transforming, acidic coiled-coil containing protein 1 | Late progenitors |
| 19 | TEX2 | NM_018469 | 108108_AT | Testis expressed sequence 2 | Intermediate progenitors |
| 20 | THBS1 | NM_003246 | 160469_AT | Thrombospondin 1 | MBC |
| 21 | TSPAN6 | NM_003270 | 92555_AT | Tetraspanin 6 | HSC |
| 22 | B3GNT1 | NM_006876 | 171549_AT | UDP-GLCNAC:betagal beta-1,3-N-acetylglucosaminyltransferase 6 | LT-HSC |
| 23 | BCL2 | NM_000633 | 98869_G_AT | B-cell CLL/lymphoma 2 | HSC and progenitors |
| 24 | CHL1 | NM_006614 | 169984_I_AT | Cell adhesion molecule with homology to L1CAM (close homolog of l1) | Late progenitors |

**Table S2.** Continued.

| **SN** | **Gene Name** | **Human GenBank ID**  **(Our MA data)** | **Mouse Affimetrix ID**  **(Ivanova et al.)** | **Gene annotation** | **Expression cluster** |
| --- | --- | --- | --- | --- | --- |
| 25 | COMMD8 | NM_017845 | 110702_AT | COMM domain containing 8 | MBC |
| 26 | CST7 | NM_003650 | 102638_AT | Cystatin F (leukocystatin) | Early progenitors |
| 27 | DNTT | NM_004088 | 103961_S_AT | Deoxynucleotidyltransferase, terminal | ST-HSC |
| 28 | FYB | NM_001465 | 110738_AT | FYN binding protein (FYB-120/130) | MBC |
| 29 | HERPUD2 | BC049371 | 167651_S_AT | Hypothetical protein FLJ22313 | MBC |
| 30 | IFT81 | NM_031473 | 102215_AT | Intraflagellar transport 81 homolog (chlamydomonas) | HSC |
| 31 | MYCL1 | NM_005376 | 102235_AT | V-myc myelocytomatosis viral oncogene homolog 1, lung carcinoma derived | LT-HSC |
| 32 | NEURL | NM_004210 | 134135_R_AT | Neuralized-like (Drosophila) | Late progenitors |
| 33 | OLFML2A | NM_182487 | 116470_AT | Olfactomedin-like 2a | LT-HSC |
| 34 | PTPN14 | NM_005401 | 98385_AT | Protein tyrosine phosphatase, non-receptor type 14 | LT-HSC |
| 35 | RAB32 | NM_006834 | 113750_AT | Rab32, member ras oncogene family | Late progenitors |
| 36 | SDC1 | BI058698 | 161370_F_AT | Syndecan 1 | HSC |
| 37 | SLC12A2 | NM_001046 | 99500_AT | Solute carrier family 12 (sodium/potassium/chloride transporters), member 2 | LT-HSC |
| 38 | SLC29A1 | NM_004955 | 95733_AT | Solute carrier family 29 (nucleoside transporters), member 1 | Late progenitors |
| 39 | SLC2A4 | NM_001042 | 162385_I_AT | Solute carrier family 2 (facilitated glucose transporter), member 4 | MBC |
| 40 | SLC7A8 | NM_182728 | 104214_AT | Solute carrier family 7 (cationic amino acid transporter, y+ system), member 8 | MBC |
| 41 | STEAP1 | NM_012449 | 164240_AT | Six transmembrane epithelial antigen of the prostate 1 | LT-HSC |
| 42 | SVOP | NM_018711 | 112505_AT | SV2 related protein homolog | MBC |
| 43 | CD93 | NM_012072 | 93454_AT | CD93 antigen | HSC and progenitors |
| 44 | MTFR1 | NM_014637 | 162793_AT | Mitochondrial fission regulator 1 | Late progenitors |
| 45 | ODF2L | AB033055 | 160984_R_AT | Outer dense fiber of sperm tails 2-like | Early progenitors |

**Table S2.** Continued.

| **SN** | **Gene Name** | **Human GenBank ID**  **(Our MA data)** | **Mouse Affimetrix ID**  **(Ivanova et al.)** | **Gene annotation** | **Expression cluster** |
| --- | --- | --- | --- | --- | --- |
| 46 | RASAL2 | NM_170692 | 116809_AT | Ras protein activator like 2 | LT-HSC |
| 47 | SLC25A37 | NM_016612 | 163354_AT | Solute carrier family 25, member 37 | MBC |
| 48 | YIPF5 | BM983766 | 164815_I_AT | YIP1 domain family, member 5 | HSC and progenitors |
| 49 | AYTL2 | AK090444 | 116361_AT | Acyltransferase like 2 | MBC |
| 50 | KIF5A | NM_004984 | 162987_AT | Kinesin family member 5a | HSC |
| 51 | PPIC | NM_000943 | 100089_AT | Peptidylprolyl isomerase C (cyclophilin C) | HSC and progenitors |
| 52 | PXT1 | NM_152990 | 168576_I_AT | Peroxisomal, testis specific 1 | LT-HSC |
| 53 | RPS3 | NM_001005 | 169419_I_AT | Ribosomal protein s3 | LT-HSC |
| 54 | SCIN | NM_033128 | 103715_AT | Scinderin | Intermediate progenitors |
| 55 | SEC24D | AK000709 | 109669_AT | SEC24 related gene family, member D | Early progenitors |
| 56 | SPTY2D1 | AK097654 | 109388_R_AT | Spt2, suppressor of TY, domain containing 1 | HSC |
| 57 | WWOX | AK125176 | 170782_R_AT | Putative oxidoreductase | HSC and progenitors |

**(B):** Common genes found between the microarray identified target genes and the stem cell genes that are conserved and found common among HSC, ESC, and NSC.

| **SN** | **Gene Name** | **Human GenBank ID**  **(Our MA data)** | **Mouse Affimetrix ID**  **(Ivanova et al.)** | **Gene annotation** | **Expression cluster** |
| --- | --- | --- | --- | --- | --- |
| 1 | WWOX | AK125176 | 170782_R_AT | Putative oxidoreductase | HSC and progenitors |
| 2 | ACOT2 | CR606809 | 163689_AT | Acyl-coA thioesterase 2 | HSC and progenitors |
| 3 | PPIC | NM_000943 | 100089_AT | Peptidylprolyl isomerase C (cyclophilin C) | HSC and progenitors |
| 4 | YIPF5 | BM983766 | 164815_I_AT | YIP1 domain family, member 5 | HSC and progenitors |
| 5 | GPR23 | NM_005296 | 114749_AT | G protein-coupled receptor 23 | HSC |
| 6 | KIF5A | NM_004984 | 162987_AT | Kinesin family member 5a | HSC |
| 7 | SDC1 | BI058698 | 161370_F_AT | Syndecan 1 | HSC |
| 8 | TSPAN6 | NM_003270 | 92555_AT | Tetraspanin 6 | HSC |
| 9 | MYCL1 | NM_005376 | 102235_AT | V-myc myelocytomatosis viral oncogene homolog 1, lung carcinoma derived | LT-HSC |
| 10 | STEAP1 | NM_012449 | 164240_AT | Six transmembrane epithelial antigen of the prostate 1 | LT-HSC |
| 11 | ADARB1 | AY082339 | 161436_S_AT | Adenosine deaminase, RNA-specific, B1 (RED1 homolog rat) | LT-HSC |
| 12 | RASAL2 | NM_170692 | 116809_AT | Ras protein activator like 2 | LT-HSC |
| 13 | RPS3 | NM_001005 | 169419_I_AT | Ribosomal protein s3 | LT-HSC |
| 14 | CHN2 | NM_004067 | 163407_AT | Chimerin (chimaerin) 2 | ST-HSC |

# Supplementary material for: Genomic and Proteomic Analysis of the Impact of Mitotic Quiescence on the Engraftment of Human CD34+ Cells
**Source:** PLoS One. 2011 Mar 7;6(3):e17498. doi: 10.1371/journal.pone.0017498
**Supplement:** Table S4 — Variability charts of identified total proteins differential expression, including unchanged proteins expression. For each protein, a plot of the group mean protein intensity levels on the log base 2 scale plus or minus the standard error is shown. The standard error is computed from the statistical model and is a measure of the precision of the mean.

**Table S4.** Variability charts of identified total proteins differential expression, including unchanged proteins expression. For each protein, a plot of the group mean protein intensity levels on the log base 2 scale plus or minus the standard error is shown. The standard error is computed from the statistical model and is a measure of the precision of the mean.

**Variability Gauge Rank=1, protein_id=48734733, Annotation=Eukaryotic_translation_elongation_factor_1_alpha_1_[Homo_sapiens]**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=2, protein_id=IPI00025447.6, Annotation=EEF1A1_protein**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=3, protein_id=927065, Annotation=eukaryotic_translation_elongation_factor_1_alpha_1-like_14_[Homo_sapiens]**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=4, protein_id=IPI00007244.1, Annotation=Isoform_H17_of_Myeloperoxidase_precursor**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=5, protein_id=IPI00218918.4, Annotation=Annexin_A1**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=6, protein_id=IPI00006690.1, Annotation=Eosinophil_peroxidase_precursor**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=7, protein_id=188590, Annotation=myosin_light_chain_3**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=8, protein_id=IPI00014424.1, Annotation=Elongation_factor_1-alpha_2**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=9, protein_id=IPI00335168.8, Annotation=myosin,_light_polypeptide_6,_alkali,_smooth_muscle_and_non-muscle_isoform_1**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=10, protein_id=IPI00418471.5, Annotation=Vimentin**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=11, protein_id=IPI00025849.1, Annotation=Acidic_leucine-rich_nuclear_phosphoprotein_32_family_member_A**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=12, protein_id=IPI00020599.1, Annotation=Calreticulin_precursor**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=13, protein_id=IPI00382470.2, Annotation=Heat_shock_protein_HSP_90-alpha_2**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=14, protein_id=IPI00219156.6, Annotation=60S_ribosomal_protein_L30**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=15, protein_id=IPI00465028.6, Annotation=Triosephosphate_isomerase**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=16, protein_id=5822065, Annotation=A_Chain_A,_Superoxide_Dismutase_Mutant_With_Lys_136_Replaced_By_Glu,_Cys_6_Replaced_By_Ala_And_Cys_111_Replaced_By_Ser_(K136e,_C6a,_C111s)**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=17, protein_id=IPI00013475.1, Annotation=tubulin,_beta_2**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=18, protein_id=3659957, Annotation=_Chain_,_The_Solution_Structure_Of_Reduced_Monomeric_Superoxide_Dismutase,_Nmr,_36_Structures**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=19, protein_id=IPI00016610.2, Annotation=Poly(rC)-binding_protein_1**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=20, protein_id=IPI00217466.2, Annotation=Histone_H1.3**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=21, protein_id=IPI00784295.1, Annotation=Heat_shock_protein_HSP_90-alpha**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=22, protein_id=IPI00239077.4, Annotation=Histidine_triad_nucleotide-binding_protein_1**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=23, protein_id=IPI00011654.2, Annotation=Tubulin_beta-2_chain**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=24, protein_id=IPI00746213.1, Annotation=7_kDa_protein**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=25, protein_id=IPI00217465.4, Annotation=Histone_H1.2**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=26, protein_id=IPI00220834.7, Annotation=ATP-dependent_DNA_helicase_2_subunit_2**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=27, protein_id=IPI00003935.5, Annotation=Histone_H2B_type_2-E**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=28, protein_id=IPI00018534.3, Annotation=Histone_H2B_type_1-L**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=29, protein_id=IPI00554798.1, Annotation=Histone_H2B_type_1-M**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=30, protein_id=IPI00025491.1, Annotation=Eukaryotic_initiation_factor_4A-I**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=31, protein_id=IPI00739539.2, Annotation=PREDICTED:_similar_to_Prostate,_ovary,_testis_expressed_protein_on_chromosome_2**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=32, protein_id=IPI00026138.4, Annotation=25_kDa_protein**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=33, protein_id=IPI00419833.6, Annotation=Histone_H2B_type_1-K**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=34, protein_id=IPI00027409.1, Annotation=Myeloblastin_precursor**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=35, protein_id=IPI00382804.1, Annotation=EEF1A_protein_(Fragment)**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=36, protein_id=IPI00550363.2, Annotation=Transgelin-2**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=37, protein_id=IPI00293434.1, Annotation=Signal_recognition_particle_14_kDa_protein**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=38, protein_id=IPI00007750.1, Annotation=Tubulin_alpha-1_chain**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=39, protein_id=IPI00440493.2, Annotation=ATP_synthase_subunit_alpha,_mitochondrial_precursor**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=40, protein_id=IPI00646779.2, Annotation=TUBB6_protein**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=41, protein_id=IPI00007752.1, Annotation=Tubulin_beta-2C_chain**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=42, protein_id=IPI00021440.1, Annotation=Actin,_cytoplasmic_2**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=43, protein_id=IPI00166768.2, Annotation=TUBA6_protein**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=44, protein_id=IPI00011107.2, Annotation=Isocitrate_dehydrogenase_[NADP],_mitochondrial_precursor**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=45, protein_id=49456715, Annotation=ALDOA_[Homo_sapiens]**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=46, protein_id=IPI00217467.2, Annotation=Histone_H1.4**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=47, protein_id=IPI00021439.1, Annotation=Actin,_cytoplasmic_1**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=48, protein_id=49457412, Annotation=RPLP1_[Homo_sapiens]**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=49, protein_id=IPI00008527.3, Annotation=60S_acidic_ribosomal_protein_P1**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=50, protein_id=IPI00012090.1, Annotation=Cyritestin_2_(Fragment)**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=51, protein_id=IPI00027255.1, Annotation=Myosin_light_polypeptide_6B**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=52, protein_id=IPI00020407.1, Annotation=Alpha-1,6-mannosylglycoprotein_6-beta-N-acetylglucosaminyltransferase_V**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=53, protein_id=IPI00007765.5, Annotation=Stress-70_protein,_mitochondrial_precursor**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=54, protein_id=IPI00442305.1, Annotation=CDNA_FLJ16182_fis,_clone_BRTHA2002133**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=55, protein_id=IPI00438271.1, Annotation=Uromodulin-like_1_protein_variant_7_(Fragment)**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=56, protein_id=IPI00102575.2, Annotation=ATP(GTP)-binding_protein**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=57, protein_id=IPI00009943.2, Annotation=Tumor_protein,_translationally-controlled_1**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=58, protein_id=IPI00014830.1, Annotation=Programmed_cell_death_protein_1_precursor**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=59, protein_id=IPI00008711.3, Annotation=Wolframin**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=60, protein_id=IPI00025683.2, Annotation=Isoform_1_of_Transforming_acidic_coiled-coil-containing_protein_1**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=61, protein_id=IPI00061078.5, Annotation=CDNA_FLJ30638_fis,_clone_CTONG2002721,_weakly_similar_to_VACUOLAR_PROTEIN_SORTING-ASSOCIATED_PROTEIN_VPS13.**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=62, protein_id=IPI00012682.3, Annotation=hypothetical_protein_LOC92196**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=63, protein_id=IPI00012386.1, Annotation=Cochlin_precursor**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=64, protein_id=29603474, Annotation=CDC20-like_protein_form_2_[Homo_sapiens]**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=65, protein_id=IPI00024568.1, Annotation=Glioma_tumor_suppressor_candidate_region_gene_1_protein**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=66, protein_id=IPI00022043.1, Annotation=Hamartin**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=67, protein_id=IPI00013297.1, Annotation=28_kDa_heat-_and_acid-stable_phosphoprotein**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=68, protein_id=IPI00103940.4, Annotation=Tetracycline_transporter-like_protein**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=69, protein_id=IPI00290272.2, Annotation=DNA_polymerase_subunit_alpha_B**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=70, protein_id=IPI00383825.2, Annotation=Hypothetical_protein_W80**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=71, protein_id=27368062, Annotation=class_IVb_beta_tubulin_[Homo_sapiens]**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=72, protein_id=IPI00399212.2, Annotation=PREDICTED:_similar_to_Ran-specific_GTPase-activating_protein**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=73, protein_id=IPI00010779.3, Annotation=Tropomyosin_4**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=74, protein_id=IPI00472102.3, Annotation=Heat_shock_protein_60**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=75, protein_id=13195586, Annotation=AF351127_1_hemoglobin_alpha_1_globin_chain_[Homo_sapiens]**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=76, protein_id=IPI00410714.4, Annotation=Hemoglobin_subunit_alpha**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=77, protein_id=IPI00012066.1, Annotation=poly(rC)-binding_protein_2_isoform_b**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=78, protein_id=IPI00220827.4, Annotation=Thymosin_beta-10**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=79, protein_id=IPI00018511.1, Annotation=Tubulin_beta-4q_chain**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=80, protein_id=223632, Annotation=0904262A_dismutase,Cu/Zn_superoxide**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=81, protein_id=IPI00019502.2, Annotation=Myosin-9**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=82, protein_id=IPI00334775.5, Annotation=Hypothetical_protein_DKFZp761K0511**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=83, protein_id=IPI00059366.3, Annotation=H2A_histone_family,_member_Y_isoform_2**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=84, protein_id=IPI00219018.6, Annotation=Glyceraldehyde-3-phosphate_dehydrogenase**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=85, protein_id=126608, Annotation=LYSOZYME_Spiked_Standard_(HEN)**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=86, protein_id=IPI00007702.1, Annotation=Heat_shock-related_70_kDa_protein_2**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=87, protein_id=IPI00217468.2, Annotation=Histone_H1.5**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=88, protein_id=IPI00003865.1, Annotation=Isoform_1_of_Heat_shock_cognate_71_kDa_protein**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=89, protein_id=IPI00219330.2, Annotation=Isoform_5_of_Interleukin_enhancer-binding_factor_3**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=90, protein_id=13477319, Annotation=RPL14_protein_[Homo_sapiens]**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=91, protein_id=IPI00002821.3, Annotation=60S_ribosomal_protein_L14**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=92, protein_id=IPI00419880.5, Annotation=40S_ribosomal_protein_S3a**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=93, protein_id=31645, Annotation=glyceraldehyde-3-phosphate_dehydrogenase_[Homo_sapiens]**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=94, protein_id=IPI00028414.3, Annotation=Glia_maturation_factor_gamma**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=95, protein_id=IPI00334587.1, Annotation=Isoform_2_of_Heterogeneous_nuclear_ribonucleoprotein_A/B**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=96, protein_id=IPI00465436.3, Annotation=Catalase**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=97, protein_id=178045, Annotation=gamma-actin**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=98, protein_id=IPI00219757.12, Annotation=Glutathione_S-transferase_P**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=99, protein_id=IPI00374732.4, Annotation=PREDICTED:_similar_to_peptidylprolyl_isomerase_A_isoform_1**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=100, protein_id=IPI00296291.2, Annotation=HP1-BP74**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=101, protein_id=IPI00014165.1, Annotation=Unknown_protein**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=102, protein_id=IPI00003817.2, Annotation=Rho_GDP-dissociation_inhibitor_2**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=103, protein_id=IPI00329389.6, Annotation=DNA-binding_protein_TAXREB107**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=104, protein_id=IPI00465439.4, Annotation=Fructose-bisphosphate_aldolase_A**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=105, protein_id=IPI00418262.3, Annotation=Fructose-bisphosphate_aldolase_C**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=106, protein_id=IPI00179330.6, Annotation=ubiquitin_and_ribosomal_protein_S27a_precursor**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=107, protein_id=IPI00216049.1, Annotation=Isoform_1_of_Heterogeneous_nuclear_ribonucleoprotein_K**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=108, protein_id=IPI00643920.2, Annotation=Transketolase**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=109, protein_id=IPI00216592.2, Annotation=Isoform_C1_of_Heterogeneous_nuclear_ribonucleoproteins_C1/C2**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=110, protein_id=IPI00297579.3, Annotation=Chromobox_protein_homolog_3**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=111, protein_id=IPI00304925.3, Annotation=Heat_shock_70_kDa_protein_1**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=112, protein_id=IPI00028888.1, Annotation=Isoform_1_of_Heterogeneous_nuclear_ribonucleoprotein_D0**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=113, protein_id=IPI00298547.3, Annotation=Protein_DJ-1**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=114, protein_id=IPI00218733.5, Annotation=16_kDa_protein**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=115, protein_id=IPI00179964.5, Annotation=Isoform_1_of_Polypyrimidine_tract-binding_protein_1**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=116, protein_id=IPI00465248.5, Annotation=enolase_1**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=117, protein_id=IPI00010740.1, Annotation=Isoform_Long_of_Splicing_factor,_proline-_and_glutamine-rich**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=118, protein_id=IPI00645078.1, Annotation=Ubiquitin-activating_enzyme_E1**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=119, protein_id=IPI00186290.5, Annotation=Elongation_factor_2**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=120, protein_id=IPI00000816.1, Annotation=14-3-3_protein_epsilon**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=121, protein_id=IPI00219446.4, Annotation=Phosphatidylethanolamine-binding_protein_1**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=122, protein_id=IPI00465430.5, Annotation=70_kDa_protein**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=123, protein_id=IPI00014177.3, Annotation=Septin-2**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=124, protein_id=IPI00293276.9, Annotation=Macrophage_migration_inhibitory_factor**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=125, protein_id=IPI00000875.5, Annotation=Elongation_factor_1-gamma**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=126, protein_id=IPI00045109.2, Annotation=Histone_H2A_type_1-A**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=127, protein_id=5822569, Annotation=A_Chain_A,_Crystal_Structure_Of_Hgstp1-1[v104]_Complexed_With_The_Gsh_Conjugate_Of_(+)-Anti-Bpde**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=128, protein_id=IPI00220642.6, Annotation=14-3-3_protein_gamma**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=129, protein_id=IPI00081836.2, Annotation=Histone_H2A_type_1-H**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=130, protein_id=IPI00027834.3, Annotation=heterogeneous_nuclear_ribonucleoprotein_L_isoform_a**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=131, protein_id=IPI00419373.1, Annotation=Isoform_1_of_Heterogeneous_nuclear_ribonucleoprotein_A3**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=132, protein_id=IPI00027444.1, Annotation=Leukocyte_elastase_inhibitor**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=133, protein_id=IPI00027230.3, Annotation=Endoplasmin_precursor**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=134, protein_id=IPI00220740.1, Annotation=Isoform_2_of_Nucleophosmin**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=135, protein_id=IPI00549248.4, Annotation=Isoform_1_of_Nucleophosmin**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=136, protein_id=18314408, Annotation=Nucleophosmin_(nucleolar_phosphoprotein_B23,_numatrin)_[Homo_sapiens]**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=137, protein_id=IPI00216457.6, Annotation=Histone_H2A_type_2-A**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=138, protein_id=IPI00398958.2, Annotation=Ribosomal_protein_SA**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=139, protein_id=IPI00176692.7, Annotation=PREDICTED:_similar_to_Heterogeneous_nuclear_ribonucleoprotein_A1**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=140, protein_id=IPI00455423.3, Annotation=PREDICTED:_similar_to_nucleophosmin_1_isoform_1**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=141, protein_id=IPI00017297.1, Annotation=Matrin-3**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=142, protein_id=IPI00216730.2, Annotation=Histone_H2A_type_2-B**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=143, protein_id=IPI00419585.8, Annotation=Peptidyl-prolyl_cis-trans_isomerase_A**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=144, protein_id=IPI00303476.1, Annotation=ATP_synthase_subunit_beta,_mitochondrial_precursor**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=145, protein_id=IPI00221089.4, Annotation=40S_ribosomal_protein_S13**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=146, protein_id=IPI00022774.2, Annotation=Transitional_endoplasmic_reticulum_ATPase**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=147, protein_id=IPI00555874.1, Annotation=Actin-like_protein_(Fragment)**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=148, protein_id=IPI00386854.5, Annotation=HNRPA2B1_protein**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=149, protein_id=IPI00550488.2, Annotation=TALDO1_protein**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=150, protein_id=IPI00479186.4, Annotation=pyruvate_kinase_3_isoform_1**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=151, protein_id=IPI00025091.2, Annotation=40S_ribosomal_protein_S11**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=152, protein_id=IPI00032313.1, Annotation=Protein_S100-A4**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=153, protein_id=IPI00008603.1, Annotation=Actin,_aortic_smooth_muscle**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=154, protein_id=IPI00010471.4, Annotation=Plastin-2**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=155, protein_id=IPI00171611.6, Annotation=Histone_H3.2**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=156, protein_id=IPI00219038.8, Annotation=Histone_H3.3**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=157, protein_id=IPI00000760.1, Annotation=NG,NG-dimethylarginine_dimethylaminohydrolase_2**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=158, protein_id=IPI00179953.2, Annotation=Isoform_1_of_Nuclear_autoantigenic_sperm_protein**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=159, protein_id=IPI00451401.2, Annotation=Isoform_2_of_Triosephosphate_isomerase**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=160, protein_id=IPI00021840.1, Annotation=40S_ribosomal_protein_S6**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=161, protein_id=IPI00396378.3, Annotation=Isoform_B1_of_Heterogeneous_nuclear_ribonucleoproteins_A2/B1**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=162, protein_id=IPI00003881.5, Annotation=heterogeneous_nuclear_ribonucleoprotein_F**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=163, protein_id=IPI00412259.2, Annotation=PREDICTED:_similar_to_ATP-dependent_DNA_helicase_2_subunit_1_(ATP-dependent_DNA_helicase_II_70_kDa_subunit)_(Lupus_Ku_autoantigen_protein_p70)_(Ku70)_(70_kDa_subunit_of_Ku_antigen)_(Thyroid-lupus_autoantigen)_(TLAA)_(CTC_box-binding_factor_75_kDa_subunit)_(CT..._isoform_1**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=164, protein_id=IPI00449049.4, Annotation=Poly_[ADP-ribose]_polymerase_1**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=165, protein_id=IPI00010204.1, Annotation=Splicing_factor,_arginine/serine-rich_3**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=166, protein_id=IPI00018146.1, Annotation=14-3-3_protein_theta**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=167, protein_id=IPI00550239.3, Annotation=Histone_H1.0**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=168, protein_id=IPI00012011.5, Annotation=Cofilin-1**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=169, protein_id=IPI00018206.3, Annotation=Aspartate_aminotransferase,_mitochondrial_precursor**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=170, protein_id=IPI00169383.2, Annotation=Phosphoglycerate_kinase_1**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=171, protein_id=IPI00031523.3, Annotation=Heat_shock_protein_86_(Fragment)**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=172, protein_id=31615803, Annotation=A_Chain_A,_Synthetic_Ubiquitin_With_Fluoro-Leu_At_50_And_67**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=173, protein_id=2627129, Annotation=polyubiquitin_[Homo_sapiens]**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=174, protein_id=5821952, Annotation=A_Chain_A,_Rotamer_Strain_As_A_Determinant_Of_Protein_Structural_Specificity**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=175, protein_id=IPI00020956.1, Annotation=Hepatoma-derived_growth_factor**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=176, protein_id=IPI00027107.5, Annotation=Tu_translation_elongation_factor,_mitochondrial**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=177, protein_id=IPI00550021.3, Annotation=60S_ribosomal_protein_L3**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=178, protein_id=IPI00479997.3, Annotation=Stathmin**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=179, protein_id=IPI00744692.1, Annotation=Transaldolase**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=180, protein_id=IPI00171903.1, Annotation=heterogeneous_nuclear_ribonucleoprotein_M_isoform_a**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=181, protein_id=IPI00554676.1, Annotation=Hemoglobin_subunit_gamma-2**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=182, protein_id=IPI00013415.1, Annotation=40S_ribosomal_protein_S7**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=183, protein_id=IPI00216171.2, Annotation=Gamma-enolase**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=184, protein_id=IPI00383071.1, Annotation=RcTPI1_(Fragment)**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=185, protein_id=229149, Annotation=610523A_hemoglobin_beta**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=186, protein_id=IPI00219217.2, Annotation=L-lactate_dehydrogenase_B_chain**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=187, protein_id=IPI00003362.2, Annotation=Hypothetical_protein**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=188, protein_id=180663, Annotation=c-myc_binding_protein_[Homo_sapiens]**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=189, protein_id=IPI00219568.3, Annotation=Phosphoglycerate_kinase,_testis_specific**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=190, protein_id=IPI00012074.3, Annotation=Heterogeneous_nuclear_ribonucleoprotein_R**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=191, protein_id=IPI00183526.5, Annotation=NCL_protein**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=192, protein_id=IPI00026272.1, Annotation=Histone_H2A_type_1-B**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=193, protein_id=IPI00005978.7, Annotation=Splicing_factor,_arginine/serine-rich_2**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=194, protein_id=IPI00010402.2, Annotation=Hypothetical_protein**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=195, protein_id=IPI00386491.5, Annotation=Isoform_Short_of_Heterogeneous_nuclear_ribonucleoprotein_U**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=196, protein_id=IPI00291006.1, Annotation=Malate_dehydrogenase,_mitochondrial_precursor**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=197, protein_id=IPI00654755.2, Annotation=Hemoglobin_subunit_beta**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=198, protein_id=IPI00220644.7, Annotation=Isoform_M1_of_Pyruvate_kinase_isozymes_M1/M2**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=199, protein_id=IPI00411706.1, Annotation=S-formylglutathione_hydrolase**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=200, protein_id=IPI00215901.1, Annotation=adenylate_kinase_2_isoform_a**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=201, protein_id=178067, Annotation=actin_prepeptide**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=202, protein_id=IPI00018349.5, Annotation=DNA_replication_licensing_factor_MCM4**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=203, protein_id=IPI00075248.10, Annotation=Calmodulin**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=204, protein_id=IPI00018278.2, Annotation=Histone_H2AV**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=205, protein_id=IPI00220706.9, Annotation=Hemoglobin_subunit_gamma-1**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=206, protein_id=IPI00014581.1, Annotation=Isoform_1_of_Tropomyosin_1_alpha_chain**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=207, protein_id=IPI00219806.5, Annotation=Protein_S100-A7**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=208, protein_id=IPI00218474.4, Annotation=Beta-enolase**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=209, protein_id=IPI00021428.1, Annotation=Actin,_alpha_skeletal_muscle**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=210, protein_id=IPI00215965.1, Annotation=heterogeneous_nuclear_ribonucleoprotein_A1_isoform_b**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=211, protein_id=IPI00007797.2, Annotation=Fatty_acid-binding_protein,_epidermal**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=212, protein_id=IPI00216691.4, Annotation=Profilin-1**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=213, protein_id=IPI00018755.1, Annotation=High_mobility_group_protein_1-like_10**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

**Variability Gauge Rank=214, protein_id=IPI00003269.1, Annotation=hypothetical_protein_LOC345651**

**Variability Chart for Mean Log2(Intensity) +/- StdErr**

How the deposited data were processed for this re-analysis (not part of the article)

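CD34+ cells from BM, MPB and UCB, sorted into G0 and G1 fractions, were measured on 18 single-color Agilent whole human genome arrays, 3 for each fraction of each tissue. The cDNA of each sample had been amplified by a global PCR before it was labeled with Cy3. The authors deposited the output of the Agilent Feature Extraction software (version 9.5.1.1) for each array, in which the processed intensity of a spot had its background subtracted and its spatial trend removed, with no scaling between arrays. The same output holds the mean intensity of each spot and the median of its local background as deposited, without correction. The authors also deposited a table of ratio values, in which the processed signals of each array were divided by 1 number close to the array's median.

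Neither the scanner output nor the labels alone settled which array belongs to which sample, because the array named in a title and the array attached to that sample differed for 18 of 18 samples. By a rule fixed in advance that used no gene's expression, every column of the ratio table was compared with every scanner output. Each of the 18 columns matched 1 array, with a ratio that varied by at most 0.00125%, and the matches were used throughout. The attached assignment was kept as an alternative. Replicates were lettered in the order of the labels.

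Processed signals were divided by the median of their array and taken to log2. Of 45015 spots, 1639 control spots were left out, as were spots flagged as outliers, and spots of 1 probe were averaged, which gave 41000 probes. No filter on dim probes was used, since the paper states none. The G0 and G1 arrays of each tissue were compared with limma (version 3.58.1, with statmod 1.5.0 in R 4.3.3), with each tissue fitted alone. A probe was called at 2-fold or more (1 on the log2 scale) with an unadjusted p under 0.01. Benjamini-Hochberg adjusted p values over all probes were computed beside these. The difference between tissues in the G0 minus G1 change was tested in 1 limma fit over all 18 arrays. The overlaps, subtraction and patterns of the paper were applied to the calls. Tables were handled and drawn with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

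The depth of an array is its signal over background. Between 80.0% and 94.6% of the spots lay well above background, and the number of arrays, 3 per group, limits the precision. Where a probe was well above background on no array of the lower group, a lower bound replaced the fold change, and no fold is given where the bound was under 1 or both groups were dim.

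Named genes were chosen by a rule fixed in advance. They are every gene the paper names for the array results in Tables 1 and 2, the pathway paragraph and the discussion of Fig. 3, at the probe of Table S1 or, where that has none, at the probe with the highest mean signal. MKI67 was added as the marker of the sort, and so were, for each tissue and direction, the 2 named probes with the largest change among those called, with the arrays of the fractions apart and the higher fraction well above background. Probes were matched to current symbols through the RefSeq gene names of GRCh38.p14, used for names only. A symbol was found for 26794 of 41000 probes (65.4%), which gave 17412 genes, each at its brightest probe. No coordinates are given, since the deposited values name no genome build.

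A set of 9 gene lists was written in advance, for proliferation, hematopoietic stem cells, megakaryocytes and platelets, erythroid cells, B-lymphoid progenitors, T and NK cells, granulocytes and monocytes, the immediate early response and ribosomal proteins. They were tested with limma's camera (inter-gene correlation 0.01) and with fry, adjusted over the 9 lists in 3 tissues. No list shares a gene with another. Table S1 holds 3 genes of the proliferation list, 2 each of the stem cell, B-lymphoid and T and NK lists and 0 of the other lists. The erythroid list had a mean log2 fold change of -0.26 in BM, 0.05 in MPB and -0.32 in UCB, and its mean in BM was 0.03 with the 75th percentile as the scale. The ribosomal protein list had -0.30, -0.05 and -0.11. Neither passed an adjusted camera p of 0.05 in any tissue. The T and NK list had -0.77, -0.37 and -0.72, with adjusted camera p values of 0.165, 0.0085 and 5.1e-04 and adjusted fry p values of 0.116, 0.279 and 0.062.

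The fits were tested on simulated arrays with the real means and spread of each tissue, in which 200 of 40529 probes were changed by 4-fold (2 on the log2 scale). Of the changed probes, 57.5% were called in BM, 80% in MPB and 67.5% in UCB, and 1.09%, 0.989% and 1.05% of the unchanged ones were called. At an adjusted p under 0.05, 0 changed probes were called by limma in any tissue. Shared changes gave 99 probes called in both BM and MPB, 82 of them also in UCB, so that 17 were left by the subtraction although all had been changed alike or not at all. The tests of a difference between tissues gave 0 probes for BM against MPB, 2 for BM against UCB and 0 for UCB against the adult tissues where none had been simulated.

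Alternatives were the attached assignment of arrays, the 75th percentile or quantile normalization as the scale, normexp background correction (offset 50), the deposited ratio values, only probes well above background on the 3 arrays of at least 1 group, signals floored at the lowest signal well above background, 1 fit over all 18 arrays, the slide or the scan day as a block, array quality weights, other thresholds, each spot on its own, a UCB change under 1.5-fold as the meaning of unchanged, and each array left out in turn. The fits with a block and with array quality weights were made over all 18 arrays. Taking the fold from mean signals was added later. Other splits of the same arrays were all 10 within a tissue and 100 drawn ones across tissues. The proteomic data of the paper were not analysed here. The gene ontology and pathway enrichments were not repeated, and no probes of sex-specific genes are reported.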

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

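The tests of slide and scale for the granulocyte and stem cell lists, of the split of the granulocyte list, of the stem cell list without genes of Table S1, of quantile normalization, of the replicate spread and of joint splits by the BM grouping were chosen after the results were seen.

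The G0 minus G1 change differed between BM and MPB for 172 probes and between BM and UCB for 109 (limma, adjusted p under 0.05). It was more toward G0 in BM for 156 of the 172 and 101 of the 109. These stand out because the same comparison gave different changes in different tissues. Chance cannot be excluded. Of 100 joint splits of the arrays, 12 gave as many probes for BM against MPB and 12 for BM against UCB, and all of these kept the real grouping of the BM arrays, as did 13 of the 100. The 87 splits that regrouped the BM arrays gave at most 3 and 20 probes. With 10 groupings of the BM arrays, 3 against 3, the share cannot lie far under 0.1, so the splits do not decide it. BM G1 replicate c weighed on both counts, which were 1076 and 543 without it. They were 64 without MPB G1 replicate a and 54 without BM G0 replicate a. With the slide as a block they were 71 and 47, with the scan day as a block 64 and 47, and after normexp background correction 0 and 0. No biological explanation was tested for single probes, and a difference between the tissues stays open beside chance.

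The larger number of genes called in BM than in MPB and UCB was weighed on the same arrays. On the single slide of each tissue that holds 2 arrays of each fraction, 1260 probes were called in BM, 353 in MPB and 700 in UCB, which counts against the slide and scan day. Among probes well above background on all 6 arrays, 6.55% were called in BM, 0.628% in MPB and 0.839% in UCB, which counts against dim probes. After quantile normalization 3014 probes were called in BM, so a wider signal distribution on the BM G1 arrays does not account for them. The smallest count with 1 array left out was 1436, without BM G0 replicate c, and stayed above the MPB and UCB counts by over 1.5 times. The residual standard deviation was 0.656 in BM, the largest of the 3 tissues, so a smaller spread does not account for it either. Chance at single probes does not account for the BM calls, since 2988 probes had an unadjusted p under 0.01 where 410 are expected and 541 had an adjusted p under 0.05 (limma). The other 9 splits of the BM arrays called at most 494. What stays open is an unrecorded difference between arrays that fell in with the 2 fractions, since the real split is 1 of 10 and 3 arrays against 3 cannot give a smaller share, and a different make-up of the BM fractions. B-lymphoid progenitors in the BM G1 fraction are a candidate explanation for part of it. The paper's staining for 10 hematopoietic markers gave matching profiles for BM G0 and G1 cells, which speaks against a large difference in those markers. Of the 541 probes at an adjusted p under 0.05, 101 were upregulated in G1 cells, the side such cells would raise, and 440 in G0 cells. The B-lymphoid progenitor list had a median log2 fold change of -1.79 in BM, below -0.46 in MPB and -0.78 in UCB, and its mean in BM was -1.71 (limma's adjusted camera p 2.8e-04, fry 0.088), with 17 of 19 genes higher in G1 cells. Without BM G1 replicate c that mean was -1.10. The list's genes above the array median were 12 of 19 in BM G0 and 14 of 19 in BM G1 cells. DNTT stood at 4.23 in BM G0 and 6.78 in BM G1 cells on the log2 scale over the array median.

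The B-lymphoid progenitor list also changed in MPB, by a mean of -0.61 (limma's adjusted camera p 1.1e-04, fry 0.029), with 15 of 19 genes higher in G1 cells, and by -1.08 in UCB (adjusted camera p 2.7e-05, fry 0.279). It stands out because the paper does not report these genes as a set, although Table S1 holds 2 of them. DNTT stood highest above its G0 level, at 2.99 against 0.34 in MPB. With signals floored the MPB mean was -0.36. With each MPB array left out it stayed between -0.72 and -0.51. After normexp background correction it was -0.047 (adjusted camera p 0.699), so the MPB change depends on the background correction. With the 75th percentile as the scale the MPB mean was -0.58, and after quantile normalization -0.66. Beyond these alternatives of processing, no technical or biological explanation was tested for it in MPB.

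Genes of the hematopoietic stem cell list were higher in G0 cells in BM (mean 1.93, limma's adjusted camera p 7.3e-08, fry 0.029), with 15 of 19 genes higher in G0, and in UCB (mean 0.97, adjusted camera p 7.6e-09, fry 0.029), with 14 of 19. In MPB the mean was 0.59 (adjusted camera p 6.1e-07, fry 0.088), with 14 of 19. The list stands out because the paper does not report these genes as a set. With the slide as a block the BM mean was 1.70, which counts against the slide in BM. In MPB and UCB each slide holds as many G0 as G1 arrays, so the block cannot move the mean there. Without the 2 genes that Table S1 holds, 17 genes were left, with means of 1.67, 0.48 and 0.79, so the list does not rest on genes the study picked from these arrays. With signals floored, which puts dim genes at their bound, the means were 1.76, 0.57 and 0.91. After normexp background correction they were 1.48, 0.29 and 0.80, with an adjusted camera p of 0.052 in MPB. The hypothesis that the G0 fractions hold more primitive cells in every tissue is open, and was found and tested on the same arrays.

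Granulocyte and monocyte genes were higher in G1 cells in BM (mean -2.60, limma's adjusted camera p 2.5e-06, fry 0.029) and UCB (mean -1.93, adjusted camera p 2.2e-13, fry 0.029), with 18 of 19 genes in each. In MPB the mean was -1.34 (adjusted camera p 7.6e-09, fry 0.062), with 17 of 19. These too are genes the paper does not report as a set. The BM mean was -2.01 with the slide as a block and -2.30 with the 75th percentile as the scale, and the MPB mean -1.31 under that scale, which counts against the slide in BM and against the scale. After normexp background correction the means were -2.10 in BM, -0.88 in MPB and -1.46 in UCB. Mature granulocytes or monocytes carried into the G1 fractions would raise the genes of mature cells as much as the granule genes of their precursors. The 8 genes of mature cells had a median of -0.53 in MPB, against -1.32 for 11 granule genes, and -0.53 against -2.04 in UCB and -1.43 against -4.02 in BM. That counts against mature cells as the whole source. MPO stood at 7.85 in BM G1, 5.24 in MPB G1 and 6.10 in UCB G1 cells on the log2 scale over the array median, and at 3.67, -0.32 and 0.15 in G0 cells. The values are consistent with the hypothesis that the G1 fractions hold more committed granulocytic progenitors, which was found and tested on the same arrays.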

How the results depend on the processing

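All alternatives and the splits of the arrays were chosen before the data were examined, except for the fold taken from mean signals and the division of the joint splits by the BM grouping, which were chosen after seeing the data.

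The number of probes called in BM stayed within 1.5 times 2988 under the 75th percentile scale (2961), quantile normalization (3014) and the deposited ratio values (2983). It also did so under the filter on dim probes (2875), floored signals (2924), a 1.5-fold threshold (2988) and single spots (3268). The slide and the scan day as blocks were fitted over all 18 arrays and called 3462 and 3817 in BM. Without a block that fit called 6271, so each block lowered its BM count. For the deposited ratio values, all 186 other results compared kept their direction and their side of the threshold. Among the other results, quantile normalization left 172 on their side of the threshold or within their spread, with 8 no longer past their threshold and 5 newly past it. No value past its threshold changed sign, and 3 others did, among them the mean of the ribosomal protein list in BM (0.13). The 75th percentile left 179 so, with 5 no longer past their threshold. Again no value past its threshold changed sign, and 2 others did, among them the mean of the erythroid list in BM (0.034). The filter on dim probes gave 132 values, with 0 changed, and no value where the filter removed the probe.

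The assignment of arrays as attached in the archive puts an array of another condition in 16 of 18 places, so its values follow from its construction. It called 180 probes in BM, 690 in MPB, 13 in both, 1 in all 3 tissues and 12 in BM and MPB but not UCB, 10 of them in the same direction, and gave 0 probes whose change differed between BM and MPB or between BM and UCB. Of the probes of Table S1, 27.9% had the paper's sign in BM, 20.7% in MPB and 37.4% in UCB, and 2 were called in BM and MPB and not in UCB. Spearman's correlation with the paper's folds turned to -0.45 in BM, -0.52 in MPB and -0.16 in UCB. The sign also turned for these mean changes of lists (log2, G0 minus G1). The proliferation list had 0.67 in BM, 0.80 in MPB and 0.41 in UCB. The hematopoietic stem cell list had -1.10 in BM, -0.77 in MPB and -0.82 in UCB. The megakaryocyte and platelet list had -0.77 in BM and -0.064 in MPB. The B-lymphoid progenitor list had 1.41 in BM and 1.27 in MPB. The T and NK list had 0.43 in BM, 0.52 in MPB and 0.39 in UCB. The granulocyte and monocyte list had 2.07 in BM, 1.67 in MPB and 0.76 in UCB. The immediate early response list had -0.60 in BM and -0.31 in MPB. The ribosomal protein list had 0.31 in MPB. Single genes that were called and turned are given with their log2 fold change under the attached assignment. These were CXCL2 -1.60 in BM and -1.25 in MPB, CXCL3 -1.12 in MPB, IL18R1 -3.97 in BM, NCKAP1 -2.80 in BM and -1.79 in MPB, SORT1 -2.45 in BM, THBS1 -0.31 in MPB and TIMP3 -1.79 in BM and -0.36 in MPB. Also turned were TPM1 -3.90 in BM and -0.97 in MPB, EVI1 -2.82 in BM and -1.87 in MPB, FCER1A -2.11 in BM and -1.61 in MPB, MFGE8 -1.86 in MPB, PTGS1 (A_24_P64167) -1.32 in MPB, PTGS1 (A_23_P216966) -1.66 in MPB and ADAMTS1 -2.55 in BM and -2.55 in MPB. Reversed too were ABCC4 (A_23_P25559) -2.57 in BM, ABCC4 (A_24_P222291) -1.59 in MPB, LPAR4 -1.75 in MPB, P2RY12 -1.79 in BM and -1.58 in MPB, ARG2 -1.76 in BM, RSRC1 -1.41 in BM and SLC16A6 -4.18 in BM. Others were SLC40A1 -2.16 in BM and -0.99 in MPB, TSPAN6 -2.17 in BM and -1.86 in MPB, IGF1 1.61 in MPB, CHAF1A 1.92 in BM, CHAF1B 1.45 in BM, FANCD2 2.70 in BM and TOP2A 1.02 in BM. These were HAVCR2 1.02 in BM and 2.30 in MPB, TMEM18 -2.69 in BM, INSIG2 -3.11 in BM, PRTN3 2.61 in BM, ELA2 2.65 in BM, SHANK2 -3.03 in MPB and PCDH9 -1.91 in MPB. Also turned were MPO 5.47 in MPB and 0.068 in UCB, CLC 6.49 in MPB and 0.72 in UCB and ACADSB -2.59 in UCB.

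Normexp background correction in place of the Feature Extraction correction called 1410 probes in BM, 164 in MPB, 13 in both, 3 in all 3 tissues and 10 in BM and MPB but not UCB, 6 of them in the same direction. Of the 164 MPB probes, 140 (85.4%) were upregulated in G0 cells and 24 in G1 cells, against 62.4% in G0 cells with the Feature Extraction correction. The change differed between BM and MPB, and between BM and UCB, for 0 probes. The paper's sign was found for 83.1% of the Table S1 probes in BM, 61.4% in MPB and 67.8% in UCB, and 6 were called in BM and MPB and not in UCB. The ribosomal protein list turned to 0.23 in BM, NCKAP1 to -0.41 in BM, SLC16A6 to -0.032 in BM and IGF1 to 0.085 in MPB. The mean of the T and NK list in MPB went from -0.37 to 0.0012, and 20 values that had not passed a threshold changed sign. A further 31 results no longer passed their threshold and 12 newly did. The cause was not tested.

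With signals floored at the lowest signal well above background, 1195 of the 2924 probes called in BM were upregulated in G0 cells and 1729 in G1 cells, which turns the majority round. There were 168 probes called in MPB, 26 in both BM and MPB, 3 in all 3 tissues and 23 in BM and MPB but not UCB, 22 of these in the same direction. The change differed for 69 probes between BM and MPB, for 50 between BM and UCB, and for 3 between UCB and the mean of the adult tissues. The paper's sign was found for 95.9% of the Table S1 probes in BM and 92.4% in MPB, and 17 were called in BM and MPB and not in UCB. The cause was not tested.

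A single fit over all 18 arrays, which shares the spread between tissues, called 6271 probes in BM and 155 in MPB, and left 34 in BM and MPB but not UCB, 31 of them in the same direction, with 28 of the Table S1 probes called so. The slide as a block called 191 in MPB and left 34, 27 in the same direction and 17 in Table S1. The change then differed for 71 probes between BM and MPB and for 47 between BM and UCB, and 94.8% of the Table S1 probes had the paper's sign in BM. The scan day as a block called 154 in MPB and 35 in both BM and MPB, and left 26, of which 20 were in the same direction, with 20 Table S1 probes called in BM and MPB and not in UCB. It gave 64 and 47 probes for the differences between tissues and 98.3% with the paper's sign in BM. Array quality weights called 6311 probes in BM, 610 in MPB, 730 in UCB, 170 in both BM and MPB and 35 in all 3 tissues, and left 135, 121 in the same direction. The weighted fit gave 471 probes whose change differed between BM and MPB, and 98.3% and 79.8% of Table S1 probes with the paper's sign in BM and UCB. The cause was not tested for any of these.

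At 2-fold with an adjusted p under 0.05 (limma), 541 probes were called in BM, 0 in MPB and 0 in UCB, so that 0 were shared, 0 were left after the subtraction, 0 of them in the same direction, and 0 of the Table S1 probes were called in BM and MPB. At an unadjusted p under 0.05 there were 8057, 1598 and 2135 probes. With 2-fold alone, 14835 were called in BM, 3048 in MPB, 5258 in UCB, 1676 in both BM and MPB and 682 in all 3 tissues, and 994 were left, 708 in the same direction and 260 in Table S1. These counts follow from the threshold itself. With unchanged in UCB read as a change under 1.5-fold, 50 probes counted as common to all 3 tissues and 13 as left, all 13 in the same direction and 13 in Table S1.

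The difference between tissues also moved with the scale. The 75th percentile gave 269 probes for BM against MPB and 173 for BM against UCB, and quantile normalization 70 and 44, with 1 for UCB against the adult tissues. The median change in BM was -0.27 with the array median as the scale, 0.03 with the 75th percentile and -0.21 with quantile normalization. Upregulation in G0 cells made up 54.8% of the BM calls under the first and 75.0% under the second. Quantile normalization gave the paper's sign for 100% of the Table S1 probes in MPB and 87.3% in UCB, and the fold from mean signals 100% and 89.2%. The cause was not tested.

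With each of the 18 arrays left out in turn, the number of probes called ranged from 1436 (without BM G0 replicate c) to 4534 (without BM G1 replicate c) in BM, from 283 to 755 (without MPB G1 replicate a) in MPB and from 315 to 841 (without UCB G0 replicate a) in UCB. The overlap of BM and MPB ranged from 39 (without MPB G0 replicate a) to 152 (without MPB G1 replicate a), that of all 3 tissues from 4 (without UCB G0 replicate b) to 24 (without MPB G1 replicate a), the probes left after the subtraction from 30 to 128, and those in the same direction from 26 to 124, at the same arrays as the overlap of BM and MPB. The change differed for 64 to 1076 probes between BM and MPB, for 54 to 543 between BM and UCB, and for 0 to 4 between UCB and the adult tissues. The share of Table S1 probes with the paper's sign ranged from 95.0% to 100% in BM, from 94.8% to 99.4% in MPB and from 75.5% to 78.8% in UCB, and 24 to 46 were called in BM and MPB and not in UCB. The mean of the proliferation list ranged from -1.47 to -1.02 in BM, from -0.76 to -0.21 (without MPB G1 replicate b) in MPB and from -1.11 to -0.58 in UCB. Of the values for named genes and other lists, 920 stayed on their side of the threshold, 105 no longer passed it and 37 newly passed it. No value past its threshold changed sign, and 36 others did, among them TOP2A in UCB without UCB G0 replicate b (0.74) and RSRC1 in UCB without UCB G0 replicate c (0.67) or UCB G1 replicate b (0.68). Of 53 calls of named genes, 27 held with every array left out.

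Chance cannot be excluded by splits of the arrays for the counts within a tissue or for the overlaps. Of the 10 splits of a tissue's arrays, 1 gave as many calls as the real split in BM, 5 in MPB and 4 in UCB, and with 10 splits no share can lie under 0.1. Of 100 joint splits, 4 gave as many probes shared by BM and MPB, 2 as many common to all 3 tissues, 4 as many left after the subtraction and 2 as many of these in the same direction. All of these were among the 13 splits that kept the real grouping of the BM arrays, so these counts follow the BM calls. With this grouping kept, 4 of 13, 2 of 13, 4 of 13 and 2 of 13 gave as many, the real split among them. For UCB against the adult tissues the splits cannot tell, since 0 probes were found and no split can give fewer. No split of 3 arrays against 3 within a tissue follows the slide.

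No paired analysis was made, because neither the labels nor the paper number the replicates or say which G0 and G1 samples came from the same donor. The position of an array on its slide was not used to form pairs. Signal over background limits the values of dim probes: of the probes called in BM, 584 were well above background on no array of 1 fraction, against 76 in MPB and 70 in UCB.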

Differences from the paper's values

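No test was chosen for this part after the values were seen, and the alternatives named are those set before the data were examined unless said otherwise. The paper's counts are of genes among its total of 43,356 and those here are of 41000 probes.

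In BM the paper reports 10,256 differentially expressed genes, or 23.6% of its total, where 2988 probes (7.29%) were found here. Of 21 alternatives, only the 2-fold threshold alone (14835) fell within 1.5 times the paper's count, and none came within 1.5 times its percentage. For genes upregulated in BM G0 cells the paper gives 4522 and the arrays gave 1637. The single fit over all 18 arrays and the array quality weights fell within 1.5 times the paper's count, and the other 19 did not. For genes upregulated in BM G1 cells the paper gives 5734, against 1351 here, and only 2-fold alone came within 1.5 times.

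In MPB the paper reports 1705 differentially expressed genes, 840 upregulated in G0 cells and 865 in G1 cells, against 375, 234 and 141 here. No alternative of 21 came within 1.5 times the paper's total. Only leaving out MPB G1 replicate a (561) did for the G0 count and only 2-fold alone for the G1 count. In UCB the paper's counts are 2685, 1432 and 1253, against 457, 299 and 158 here, and no alternative of 21 came within 1.5 times any of them.

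The paper's 643 genes common to BM and MPB compare with 63 probes here, and none of 33 alternatives came within 1.5 times. Its 159 genes common to all 3 tissues compare with 10, and its 484 target genes with 53, with none of 34 alternatives within 1.5 times for either. For the pattern upregulated in G0 cells of BM and MPB the paper gives 132 and the arrays 38, and only leaving out MPB G1 replicate a came within 1.5 times. For that upregulated in G1 cells it gives 207 against 13, and only 2-fold alone (236) did. The paper's 54 genes upregulated in BM G0 and MPB G1 cells compare with 2, its 91 upregulated in BM G1 and MPB G0 cells with 0 by limma, its 339 of the same pattern with 51 and its 145 of aberrant pattern with 2. None of 34 alternatives came within 1.5 times for these 4 counts.

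Of the folds in Table S1, 484 of 484 have the paper's sign here in BM, 483 of 484 in MPB and 356 of 425 in UCB. Among the named genes 4 folds differ, all in UCB. For NCKAP1 and EVI1 the paper's fold is the 1.0 of Table 2, since Table S1 gives no signed UCB fold for them. At both probes UCB G1 replicates b and c were not well above background. For NCKAP1 the arrays gave 5.60. Of 18 alternatives, the attached assignment, normexp (3.03), floored signals (3.03) and leaving out UCB G0 replicate b (3.12) fell within the replicate spread of the paper's value, and the other 14 did not. For EVI1 the value here was 11.0, although UCB G1 replicate a (-1.93, log2 over the array median) lay above UCB G0 replicate a (-2.27). It was within the spread under the attached assignment, normexp (3.32) and floored signals (3.55) but not under the other 15. RSRC1 has a signed fold of 1.06 in the paper and -1.01 here. Quantile normalization, normexp, floored signals and leaving out UCB G0 replicate c or UCB G1 replicate b gave the paper's sign, and the other 13 did not. TOP2A has 1.14 in the paper and -1.79 here. The attached assignment (1.26), floored signals (1.14) and leaving out UCB G0 replicate b (1.67) gave the paper's sign, and the other 15 did not.

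The paper lists IL8 and IL15 as examples for a pathway of non-engrafted cells, but gives no fold for either, and Table S1 holds neither. Both were higher in G0 cells of BM and MPB on these arrays, IL8 by 2.41 and 0.90 and IL15 by 0.97 and 0.56 (log2, G0 minus G1). Neither passed the thresholds in any tissue. The paper describes MKI67 as far lower in G0 than in G1 cells of every tissue by qRT-PCR. On the arrays its log2 fold change was -1.61 (standard error 1.21) in BM, -0.03 (standard error 1.55) in MPB and -1.83 (standard error 0.79) in UCB. MKI67 passed the thresholds in none of them. In MPB the probe was well above background on 2 of 3 G0 arrays and 1 of 3 G1 arrays.

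Table S1 calls the named genes in BM and MPB, and for 47 of these 88 calls, 1 for each probe in each of the 2 tissues, the thresholds were not passed here. All but 4 of the 47 changed by 2-fold or more, so that 2-fold alone calls 43. With 1 array left out, 26 of the 47 were called in at least 1 fit. Array quality weights called 11, among them GADD45A in BM and CHN2 and SHC4 in MPB. The single fit over all 18 arrays called 6, among them MFGE8 and BLM in BM, and normexp called 5, among them ITGA2 and DIRAS3 in MPB. The scan day as a block called 4, quantile normalization 3, the slide as a block 2, the attached assignment 2, the 75th percentile 1 and floored signals 1. The last 3 called THBS1 in BM, and PTGS1 at A_24_P64167 was called in BM under normexp, the single fit, both blocks and the weights. No alternative with a p threshold called 15 of the 47, which include GADD45A, MLF1 at A_23_P419947, CHAF1B and TOP2A in MPB, and CXCL3, SHC4, PTGS1 at A_23_P216966, ENST00000353442, SLC25A21, IL2, BCL2 and IGF1 in BM.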

Other observations

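The tests on the share of spots well above background and on the size of the trend with intensity were chosen after the result was seen, and so were the named examples below, while the other tests of this part were set before.

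The proliferation list was lower in G0 cells of every tissue, and the largest of its adjusted camera p values over the 3 tissues was 3.3e-06. That is consistent with a sort that separated cycling from quiescent cells in BM, MPB and UCB, as the paper intended. Under fry, which tests against no change and not against the other genes, only the BM value passed 0.05.

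Target genes that changed in opposite directions in BM and MPB were no more frequent than chance gives. With 2-fold alone, 286 of the 994 probes left after the subtraction changed in opposite directions, where the median over 100 joint splits was 355 and 85 of the 100 gave as many.

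Most target genes of Table S1 with the same pattern in BM and MPB also changed in that direction in UCB. Their share was 69.3%, against 73.2% of 21027 other probes with the same direction in BM and MPB and a change under 2-fold in UCB and in BM or MPB. This comparison cannot tell whether the threshold alone kept them apart from UCB, because Table S1 was selected for no change in UCB. Of the 53 target probes found here, 26 changed by 2-fold or more in UCB. In the simulation the subtraction left 17 of the 99 probes called in both BM and MPB, and on the real arrays it left 53 of 63. The simulated changes were all of the same size and alike in every tissue. The simulation therefore cannot tell how many of the 53 the threshold alone left. A trend of the change with signal intensity explained 6.89% of its variance across probes in BM, 1.34% in MPB and 0.187% in UCB, and the trend in UCB correlated with that of the adult tissues by 0.048. Removing it left the share at 69.0% and moved the correlation across probes between UCB and the mean of the adult tissues from 0.422 to 0.421, which counts against a shared trend with intensity as the source of the shared direction. The threshold and, as a biological explanation, a shared G0 to G1 change in all 3 tissues stay open, and the latter was not tested further.

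For 119 genes of these patterns other probes exist on the array, and 3 such probes of 2 genes passed the thresholds in UCB, all higher in G0 cells. They are A_23_P212688 (log2 fold change 2.55) and A_23_P317324 (2.88) of EVI1, whose current symbol is MECOM, and A_23_P39735 (3.09) of IL18R1. Of all probes, 1.11% passed in UCB. Another EVI1 probe, A_24_P153490, had 0.79 in BM, 0.56 in MPB and -0.04 in UCB.

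Platelets or megakaryocytes in the G0 fractions were tested with a list of 20 genes, of which 8 stood above the array median in BM G0 cells and 6 in BM G1 cells. Its mean was 0.52 in BM (limma's adjusted camera p 0.047, fry 0.279), 0.38 in MPB (0.010, fry 0.515) and 0.06 in UCB (0.919, fry 0.834). The median was -0.15 in BM, of the opposite sign, 0.19 in MPB and -0.01 in UCB. Without MPB G0 replicate b the MPB mean was 0.15, and without BM G1 replicate c the BM mean was 0.21. PF4, an abundant platelet gene, changed by -0.14 in BM and 0.06 in MPB, and PPBP by 1.22 and 0.72. SELP changed by 1.95 and 2.34 and MMRN1 by 4.68 and 2.68, while CLEC1B changed by -1.53 and -1.88. The genes of the list went both ways, so platelets or megakaryocytes in the G0 fractions cannot be told from these values and stay open.

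The immediate early response list had a mean of 0.45 in BM (limma's adjusted camera p 0.094, fry 0.558), 0.42 in MPB (2.7e-05, fry 0.062) and 0.30 in UCB (0.248, fry 0.767), with medians of -0.22, 0.39 and -0.06, so mean and median differ in sign in BM and UCB. After normexp background correction the MPB mean was 0.14 (adjusted camera p 0.429). No explanation was tested for it.

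The share of spots well above background was lower in BM G1 than in BM G0 cells. On the slide that holds 2 arrays of each, the lowest G0 share lay 3.15 percentage points above the highest G1 share, which counts against slide and scan day as the whole source. No biological explanation was tested.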
